# Sulindac selectively induces autophagic apoptosis of GABAergic neurons and alters motor behaviour in zebrafish

**DOI:** 10.1038/s41467-023-41114-y

**Published:** 2023-09-02

**Authors:** Wenwei Sun, Meimei Wang, Jun Zhao, Shuang Zhao, Wenchao Zhu, Xiaoting Wu, Feifei Li, Wei Liu, Zhuo Wang, Meng Gao, Yiyue Zhang, Jin Xu, Meijia Zhang, Qiang Wang, Zilong Wen, Juan Shen, Wenqing Zhang, Zhibin Huang

**Keywords:** Toxicology, Development of the nervous system, Phenotypic screening

## Abstract

Nonsteroidal anti-inflammatory drugs compose one of the most widely used classes of medications, but the risks for early development remain controversial, especially in the nervous system. Here, we utilized zebrafish larvae to assess the potentially toxic effects of nonsteroidal anti-inflammatory drugs and found that sulindac can selectively induce apoptosis of GABAergic neurons in the brains of zebrafish larvae brains. Zebrafish larvae exhibit hyperactive behaviour after sulindac exposure. We also found that akt1 is selectively expressed in GABAergic neurons and that SC97 (an Akt1 activator) and exogenous akt1 mRNA can reverse the apoptosis caused by sulindac. Further studies showed that sulindac binds to retinoid X receptor alpha (RXRα) and induces autophagy in GABAergic neurons, leading to activation of the mitochondrial apoptotic pathway. Finally, we verified that sulindac can lead to hyperactivity and selectively induce GABAergic neuron apoptosis in mice. These findings suggest that excessive use of sulindac may lead to early neurodevelopmental toxicity and increase the risk of hyperactivity, which could be associated with damage to GABAergic neurons.

## Abstract (web summary)

Nonsteroidal anti-inflammatory drugs (NSAIDs) are widely used but their risks for early neurodevelopment remain controversial. Here, the authors showed in zebrafish larvae that sulindac induces GABAergic neuron apoptosis through autophagy activation that leads to hyperactive behavior.

## Introduction

Nonsteroidal anti-inflammatory drugs (NSAIDs), which compose one of the largest classes of drugs worldwide, are widely applied in clinical anti-inflammatory, antipyretic and analgesic treatments. NSAIDs exert their efficacy by inhibiting the activity of cyclooxygenases (COXs), affecting the metabolism of arachidonic acid, which results in the reduction of prostaglandins and other pro-inflammatory factors in vivo^1^. The most important reason for their popularity among patients is that NSAIDs can provide quick relief from headaches and toothaches; in addition, they are affordable and easy to use. According to reports, NSAIDs are currently some of the most heavily used drugs, used by more than 30 million patients every day^2,3^, but increasing side effects of NSAIDs have been reported after clinical application. Data from the USA FDA show that approximately 1/3 of all adverse drug reactions are caused by NSAIDs, with approximately 41,000 elderly people hospitalized and 3300 deaths due to NSAIDs every year^4^. For example, long-term use of NSAIDs can lead to multiple-organ side effects, including gastrointestinal toxicity, cardiovascular risk, kidney injury, hepatotoxicity, and hypertension, through COX-dependent or independent pathways^5–7^.

It should be noted that the widespread use of NSAIDs also increases the risk of acute NSAID exposure, ingestion and toxicities in pregnant women and children. For example, antenatal exposure to NSAIDs can result in a greater risk of congenital anomalies, including spina bifida^8^, premature closure of the ductus arteriosus^9^ and cardiac septal defects^10^. In children, recent studies have indicated that routine use or overdose of NSAIDs may cause life-threatening symptoms, such as upper gastrointestinal bleeding^11^, acute kidney injury^12,13^ and anaphylaxis^14^. However, only a limited number of studies have been performed to evaluate the toxicity of NSAIDs in the nervous system^15^. For example, a comparative study found that overdose of NSAIDs, particularly mefenamic acid, is associated with a dose-related risk of CNS toxicity^16^. Therefore, exploring the adverse reaction mechanism of NSAIDs, especially during neurodevelopment, will help guide clinicians to choose drugs more accurately and reasonably. We urgently need to find a convenient way to evaluate the possible toxicity of these commonly used clinical anti-inflammatory drugs in the early developmental nervous system. Zebrafish, as emerging model organisms, have been widely used in highthroughput screening and safety evaluation of drugs due to their small size, transparent body, in vitro development, ease of drug treatment and ease of observation^17^. In addition, zebrafish share considerable evolutionary similarities with mammalian species. Zebrafish genes 87% homology with human genes, and their biological structures and physiological functions are highly similar to those of mammals^18^. Moreover, the central nervous system of zebrafish is highly homologous to that of human^19^. Therefore, the zebrafish model is a good choice to evaluate the neurotoxicity of NSAIDs commonly used in clinics.

In this study, acridine orange (AO) staining was carried out on zebrafish to evaluate the effects of 46 kinds of commonly used anti-inflammatory drugs or inhibitors on neurotoxicity. We found that sulindac selectively induced apoptosis of gamma-aminobutyric acid (GABA) neurons in zebrafish and mice. Zebrafish larvae exhibited hyperactive behaviour due to the loss of these inhibitory nerves. In addition, we explored the potential mechanisms of apoptosis using the autophagy inhibitor 3-methyladenine (3-MA) and SR11237, a competitive ligand against retinoid X receptor alpha (RXRα). Our results indicated that sulindac may bind to RXRα and cause autophagy-mediated apoptosis of GABAergic neurons. Collectively, the findings of this study may provide valuable insights into the underlying mechanisms of sulindac toxicity and shed light on the risks associated with NSAIDs in early neurodevelopment.

## Results

### Sulindac elicited neurodevelopmental toxicity

To investigate the possible toxic effects of anti-inflammatory drugs being used in clinical treatment, we conducted a small-scale anti-inflammatory drug screening for brain developmental toxicity (Fig. 1a). Zebrafish embryos were collected, and five embryos were arrayed at 2 days post-fertilization (dpf) in each well of a 24-well plate, with the compound to be tested dissolved at 10 μM in DMSO and E3 embryo medium. The fish were then screened at 4 dpf by AO staining. To examine whether the compounds had specific effects, we retested them at varying concentrations and confirmed the zebrafish phenotypes. Finally, we screened a total of 46 NSAIDs listed in Supplementary Table 1, and only sulindac caused obvious apoptosis in the midbrains of zebrafish larvae, as indicated within the dashed lines in Fig. 1c. In contrast, DMSO (Fig. 1b, as a control group) and the other drugs, including acetaminophen (Fig. 1d), aspirin (Fig. 1e), ibuprofen (Fig. 1f), naproxen (Fig. 1g), rofecoxib (Fig. 1h) and diclofenac (Fig. 1i), had few toxic effects. Interestingly, these apoptotic cells were specifically distributed in the midbrain, while no apparent apoptotic cells were observed in the trunk region (Supplementary Fig. 1). To further determine the cell types of apoptosis in the midbrain, neuron-labelled transgenic zebrafish *Tg(Xla.Tubb:DsRedx)* and vasculature-labelled transgenic zebrafish *Tg(flk1:mCherry)* were used to colocalize apoptotic cells (Fig. 1j, k; Supplementary Fig. 2). The results showed that the vast majority of apoptotic cells were neuronal cells, suggesting that sulindac exerts adverse effects on early neurodevelopment in zebrafish larvae.

**Fig. 1:**
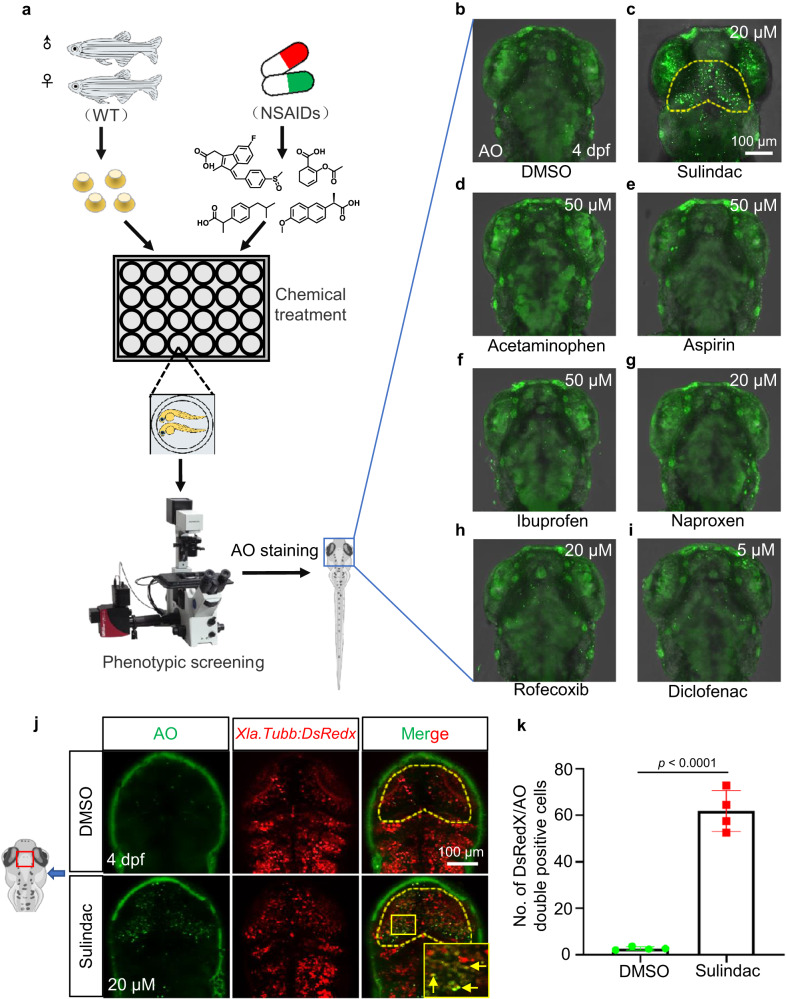
Sulindac, identified through a small clinical anti-inflammatory drug screening, elicited neurodevelopmental toxicity. **a** Flow diagram of a small-scale anti-inflammatory drug screening for brain developmental toxicity. Wild-type (WT) embryos were collected and arrayed in 24-well plates at 2 dpf. Each well contained the compound dissolved to 10 μM in DMSO and E3 embryo medium. Screening was conducted via acridine orange (AO) staining at 4 dpf. **b**–**i** Representative results of AO staining. Among the 46 anti-inflammatory drugs, only sulindac (**c**) induced apoptosis in the zebrafish midbrain (dashed line), while the other drugs, such as acetaminophen (**d**), aspirin (**e**), ibuprofen (**f**), naproxen (**g**), rofecoxib (**h**) and diclofenac (**i**), had no significant toxic effects compared to the DMSO (**b**). The experiments were independently repeated twice with similar results, and at least six zebrafish were observed each time. **j** AO+ cells (green signals) were colocalized with neuronal cells (red signals) in the midbrains of *Tg(Xla.Tubb:DsRedx)* embryos indicated by yellow arrows. **k** Quantification of the yellow double-positive cells in the midbrain. The values represent the means ± SDs (*n* = 4 larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file.

### Sulindac selectively induced apoptosis of GABAergic neurons and altered motor behaviour in zebrafish larvae

To further explore which types of neurons were affected by sulindac, different types of zebrafish neuron transgenic lines were used. In particular, apoptotic cells were colocalized with mCherry^+^ GABAergic neurons in *Tg(gad1b:mCherry)* transgenic zebrafish (Fig. 2a, b) but not with glutamatergic neurons in *Tg(vglut2a:GFP)*, cranial motor neurons in *Tg(islet:GFP)* or retinal ganglion cells in *Tg(atoh7:mCherry)* transgenic zebrafish (Supplementary Fig. 3a–c). Therefore, these results suggested that sulindac selectively promoted the apoptosis of GABAergic neurons. Interestingly, it has been shown that GABAergic circuitry is involved in motor behaviour^20^. To further confirm whether the apoptosis of GABAergic neurons induced by sulindac affected the locomotor behaviour of zebrafish larvae, a photoperiod stimulation test was used to monitor the behavioural traces of larvae at 5 dpf (Fig. 2c). Records of larval motion trails showed that compared with controls, sulindac-exposed zebrafish exhibited hyperactive behaviour, especially in the highest dose group. In addition, sulindac resulted in increases in total swimming distance (11497.72 ± 1396.99 mm) and speed (3.19 ± 0.39 mm/s) in the highest dose group in comparison to the control group (6253.65 ± 674.491 mm and 1.74 ± 0.19 mm/s, respectively) during light–dark transition stimulation (Fig. 2d–g). This behaviour showed hyperactivity, which may have been attributable to the damage to GABAergic neurons caused by sulindac.

**Fig. 2:**
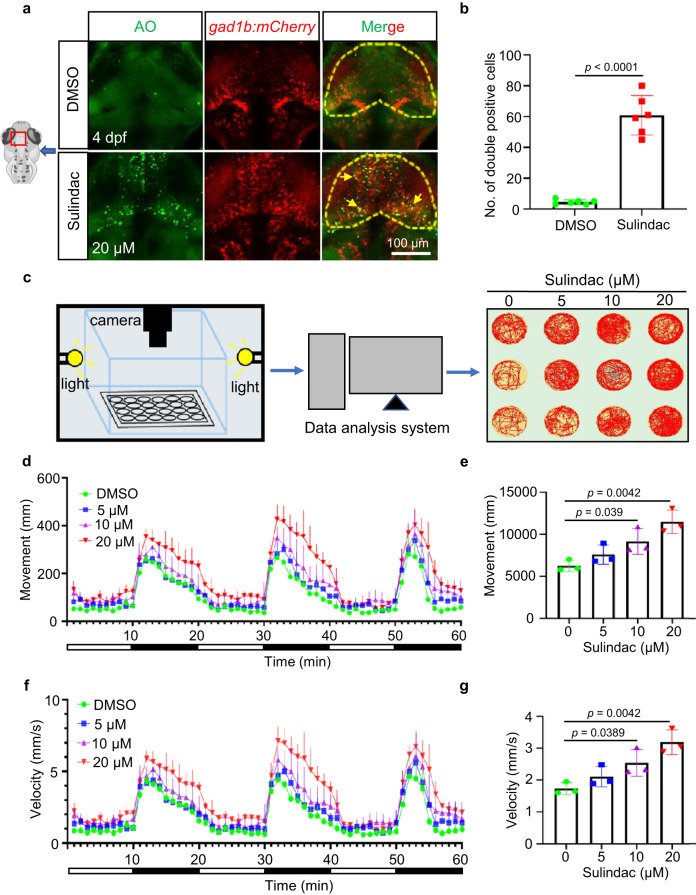
Sulindac selectively induced apoptosis of GABAergic neurons and altered motor behaviour in zebrafish larvae. **a** Most of the AO+ cells (green signals) were colocalized with mCherry+ GABAergic neurons (red signals) in the midbrains of *Tg(gad1b:mCherry)* embryos after sulindac treatment indicated by yellow arrows. **b** Quantification of the double-positive cells (yellow signals) in the midbrains of embryos. The values represent the means ± SDs (*n* = 6 larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. Apoptosis of GABAergic neurons in the midbrain is indicated by yellow arrows. **c** A system of behavioural experiments for recording larval motion trials in 60 min, and three representative photographs are shown for each group. **d**, **f** Swimming distance and velocity behavioural data were binned into 1-min intervals for analysis. The total movement (**e**) and average velocity (**g**) of zebrafish larvae exposed to sulindac at 5 dpf were examined during the light–dark photoperiod stimulation test (60 min). All data are presented as the means ± SDs (*n* = 3 independent biological replicates, eight larvae per replicate). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file.

### Sulindac selectively induced apoptosis of GABAergic neurons via the Akt pathway in zebrafish

As we observed that sulindac selectively induced apoptosis of GABAergic neurons in the midbrains of zebrafish larvae above, we examined the underlying mechanism of sulindac selectivity in GABAergic neurons. To do so, we identified some genes that have been reported to be associated with GABAergic neuron development, including *akt*^21^, *bdnf*^22^, *erbb4*^23^, *fgf9*^24^, *mtor*^25^ and *pi3k*^26^. 

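Single cells from the whole brains of 3-dpf larvae were captured in droplets with the 10x Genomics system. Each mRNA molecule in a droplet received a cell barcode and a unique molecular identifier (UMI), so that amplified copies of 1 molecule were counted once. There were 2 libraries, 1 from siblings with the wild-type genotype and 1 from homozygous *rb1* mutants. The paper's methods state that all samples were aggregated, and Supplementary Fig. 4 shows pooled cells, but the text does not name the libraries behind the clusters. Values of the sibling library, fixed as the first choice in advance, are given first and those of the mutant library beside them. The authors deposited the UMI counts per gene and cell barcode, without normalization, as obtained with Cell Ranger from reads aligned to the Ensembl transcriptome of zebrafish. The sibling library held 8557 barcodes with 48852464 UMIs and a median of 3521 UMIs per barcode. The mutant library held 8799 barcodes with 47291418 UMIs and a median of 3770. The deposited counts still included barcodes outside the limits of the paper's methods, so these limits were applied, and the 7.5% of barcodes with the highest Scrublet doublet score were removed in each library. This left 7539 sibling cells with 28869101 UMIs (median 3313 per cell) and 7873 mutant cells with 31887164 UMIs (median 3598). Each library was clustered on its own by Seurat's Louvain method at the lowest resolution that gave at least 22 clusters. A cluster was called GABAergic-like when at least 3 of *gad1b*, *gad2*, *slc32a1* and *slc6a1b* were enriched in it, and this rule was set after the clusters had been seen. In the sibling library, 3 clusters met it, with 1076 cells, 3979067 UMIs and a median of 3618.5 UMIs per cell. The other 6463 cells had 24890034 UMIs and a median of 3222. The largest of the GABAergic-like clusters, with 656 cells, was also enriched for the glutamatergic markers *slc17a6a* and *slc17a6b*, so the class held both kinds of neurons. The size of the class depended on the clustering, with 2583 cells at a Louvain resolution of 1 and 1831 with Leiden clustering. There were 670 GABAergic-like and 7203 other cells in the mutant library. The mutant class held 140 of 438 *gad1b* UMIs and 372 of 1295 *slc32a1* UMIs, against 487 of 658 and 1233 of 1778 in the sibling class, and the mutant cluster with the highest *gad1b* level (73 cells, 433 CPM) did not meet the rule. The classes of the 2 libraries are therefore not alike. The UMIs of a gene were summed over the cells of a class and divided by the class total, as counts per 1000000 UMIs (CPM). With 1 library per genotype there were no replicates and no test was made. The 95% intervals are exact (Poisson for CPM, conditional binomial for a ratio of CPM, Clopper-Pearson for a share) and cover counting error only. The mutated gene *rb1* (ENSDARG00000006782) had 173 UMIs in the sibling and 172 in the mutant library, 5.99 CPM (5.13–6.96) and 5.39 CPM (4.62–6.26), so the level of its RNA does not tell the genotypes apart.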

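The gene *akt1* (ENSDARG00000099657) had 1 UMI in the GABAergic-like cells of the sibling library, which was 0.251 CPM with a 95% interval from 0.00636 to 1.40. It had 3 UMIs in all other cells, which was 0.121 CPM (0.0249–0.352). The ratio of the 2 values was 2.09 with an interval from 0.0397 to 26.0, so a difference between the classes was not detectable at this depth. In the retained cells of the mutant library *akt1* had 0 UMIs, which allows up to 0.0941 CPM. With both libraries pooled, *akt1* had 1 UMI in 1996 GABAergic-like cells and 3 in 13416 other cells, a ratio of 2.38 (0.0454–29.7). The setting that moved *akt1* most in the sibling library was thinning of every cell to 1000 UMIs, after which 0 UMIs were left in GABAergic-like cells and 1 in other cells. With *akt2* (ENSDARG00000011219), 39 UMIs fell in GABAergic-like cells and 301 in other cells, at 9.80 CPM (6.97–13.4) and 12.09 CPM (10.8–13.5). Its ratio of 0.811 had an interval from 0.565 to 1.13. The CPM of *akt3a* (ENSDARG00000104810) was 13.1 (9.76–17.1) in GABAergic-like cells and 6.91 (5.92–8.02) in other cells, a ratio of 1.89 (1.36–2.59). This ratio depended on the class, since it was 1.32 (0.857–1.97) with cells chosen by a *gad1b* or *gad2* UMI and 1.17 (0.802–1.68) with reclustered neurons, a setting chosen after seeing the data. The highest *akt3a* level of a sibling cluster was 56.3 CPM (43.0–72.3), in photoreceptor precursor-like cells. For *akt3b* (ENSDARG00000087205) the CPM was 14.8 (11.3–19.1) and 6.87 (5.88–7.98), a ratio of 2.16 (1.58–2.92). The ratios in the mutant library, where the class was less complete, were 0.547 (0.279–0.969) for *akt2*, 2.04 (1.36–2.97) for *akt3a* and 1.69 (1.07–2.56) for *akt3b*. Among the 22 sibling clusters, *akt1* UMIs lay in 4, *akt2* UMIs in 21, *akt3a* UMIs in 12 and *akt3b* UMIs in 16. No cluster carried the markers of ventral forebrain GABAergic neurons at the 22-cluster resolution. At a Louvain resolution of 1, a cluster of 128 cells carried them, with *dlx1a*, *dlx5a* and *dlx6a* among its leading genes. It held 1 of the 4 *akt1* UMIs (25.0%, interval 0.631–80.6%) and 1.62% of all UMIs. This was 2.14 CPM (0.0543–11.9) against 0.106 CPM in the remaining cells, a ratio of 20.3 with an interval from 0.387 to 253.

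**Figure D1:**
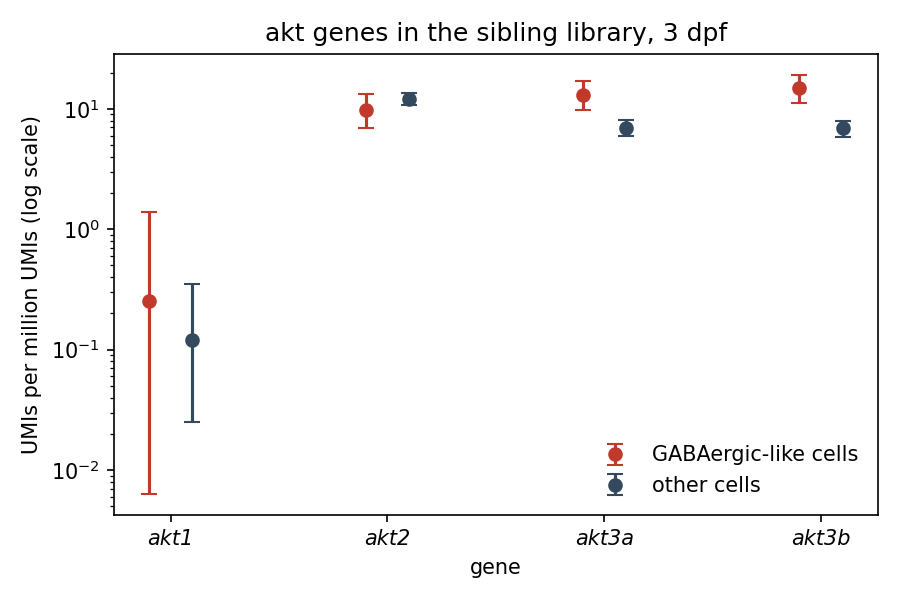
CPM (log scale) of *akt1*, *akt2*, *akt3a* and *akt3b* in the GABAergic-like cells (red) and the other cells (dark blue) of the sibling library at 3 dpf. Points are sums over the cells of a class and bars are exact Poisson 95% intervals, which overlap for *akt1* and *akt2* and lie apart for *akt3a* and *akt3b* with the classes drawn here.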

Interestingly, single-cell RNA-sequencing data from the whole brains of zebrafish larvae (GEO accession GSE212888) showed that only *akt1*, a homologue of mammalian *Akt1*, but not *akt2* and *akt3*, was specifically expressed in a subpopulation of GABAergic neurons of 3-dpf zebrafish larvae (Fig. 3a, b; Supplementary Fig. 4, and Supplementary Table 2). 

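Before any filter, *akt1* was counted in 7 barcodes of the sibling library and in 2 of the mutant library, with 1 UMI in each. These barcodes were deep, with a median of 15077 UMIs in the sibling library and 46133 in the mutant library. In the sibling library 2 of them lay outside the limits of genes and UMIs per cell, and 1 was removed as a doublet. The 4 retained cells made up 0.0531% of the sibling cells (interval 0.0145–0.136%). No cell type can be taken to lack *akt1*, but as a reference 0 of 25 red blood cell-like cells, with a median of 13501 UMIs, had an *akt1* UMI, which allows up to 12.0%. With thinning, which left out 49 GABAergic-like and 1040 other cells, 0 of 1027 GABAergic-like and 1 of 5423 other cells kept an *akt1* UMI. Among the retained cells, 1 lay in the radial glia-like cluster, 1 in the microglia/macrophage-like cluster and 1 in an unnamed cluster led by extracellular matrix genes, where the cell had 20 UMIs of *col1a2*. The fourth lay in the GABAergic-like cluster with glutamatergic markers and had 8 UMIs of *dlx5a*, 7 of *dlx2a*, 1 of *gad2* and 0 of *gad1b*. The remaining 3 retained cells had no UMI of *gad1b* or *gad2*. No UMI of either gene was found in the *akt1* barcodes that were outside the limits or removed as doublets. Those had 15205, 26408 and 26527 UMIs in the sibling library, and 19894 and 72372 in the mutant library. Of 513 genes with the same total of 4 UMIs, 156 (30.4%) were spread over the clusters at least as unevenly as *akt1*. The unevenness of *akt1* was set by its 1 UMI in the microglia/macrophage-like cluster, so this share does not test confinement to GABAergic cells. Cells with a *gad1b* UMI were also taken without regard to cluster, although a single UMI can be free RNA. Among 325 such cells in the sibling library (median 3431 UMIs), 0 had an *akt1* UMI, which allows a share of up to 0.923%. For the mutant library it was 0 of 272 (median 3653 UMIs), which allows up to 1.103%. Among 780 sibling cells with a UMI of *gad1b* or *gad2*, 1 had an *akt1* UMI (0.128%, interval 0.00325–0.712%).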

The expression of *akt1* did not occur in many cells but was sufficient to provide a clue regarding the underlying mechanism. However, *bdnf*, *erbb4* (*erbb4a, erbb4b, ERBB4*), *fgf9*, *mtor*, and *pi3k* (*pi3ca, pi3cb, pi3cd*) were not restricted to GABAergic neurons (Fig. 3a). Furthermore, we also found that approximately 50% of gad1b:mCherry neurons expressed Akt1 in the zebrafish midbrain by immunofluorescence staining (Fig. 3c). 

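UMIs of *bdnf* (ENSDARG00000018817) were split into 252 in GABAergic-like and 242 in other cells of the sibling library, at 63.3 CPM (55.8–71.7) and 9.72 CPM (8.54–11.0). The ratio was 6.51 (5.44–7.80), and it changed side to 0.883 (0.631–1.21) when the class was made of the cells with a UMI of *gad1b* or *gad2*. The highest *bdnf* value of a cluster, 98.7 CPM, lay in the GABAergic-like cluster that also had glutamatergic markers, which held 241 of the 252 UMIs. For *mtor* (ENSDARG00000053196), 86 and 348 UMIs gave 21.6 CPM (17.3–26.7) and 14.0 CPM (12.6–15.5), a ratio of 1.55 (1.21–1.96). The 3 *erbb4* genes had few UMIs. There were 12 UMIs of *erbb4a* in GABAergic-like and 19 in other cells, 16 and 49 of *erbb4b*, and 10 and 15 of *ERBB4*. Their ratios of CPM were 3.95 (1.75–8.57), 2.04 (1.08–3.65) and 4.17 (1.68–9.92). Of the genes for catalytic subunits of PI3K, *pik3ca* had 10 and 70 UMIs, *pik3cb* 5 and 105, and *pik3cd* 17 and 19. Their ratios were 0.894 (0.411–1.74), 0.298 (0.0948–0.717) and 5.60 (2.73–11.4). The interval of *pik3ca* spans 1, and its ratio was above 1 under every alternative except a minimum of 500 genes, up to 2.09 with no upper limits on genes and UMIs per cell. The 1 UMI of *fgf9* lay outside GABAergic-like cells, and no ratio is given for it. The less complete class of the mutant library gave ratios of 8.09 (6.25–10.4) for *bdnf* and 1.23 (0.862–1.71) for *mtor*. Counted over the 22 clusters, UMIs were present in 19 for *mtor*, 17 for *pik3ca*, 15 for *bdnf* and for *pik3cb*, 8 for *pik3cd*, 7 for *erbb4b*, 6 for *erbb4a*, 5 for *ERBB4* and 1 for *fgf9*. From the distribution of these genes and of the *akt* genes over its clusters (Fig. 3a, b), the paper states that *akt1* alone marked a GABAergic subpopulation, and it took this as a clue for examining Akt1 in the cell death caused by sulindac.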

AKT is a kinase with three isoforms: AKT1, AKT2 and AKT3^27^. These isoforms are functionally distinct due to differences in target specificity^28,29^. Emerging evidence suggests that AKT1 is highly expressed in the mammalian brain and plays a crucial role in brain development^30,31^. Therefore, we hypothesized that Akt1 may play an important role in GABAergic neuron cell death induced by sulindac.

**Fig. 3:**
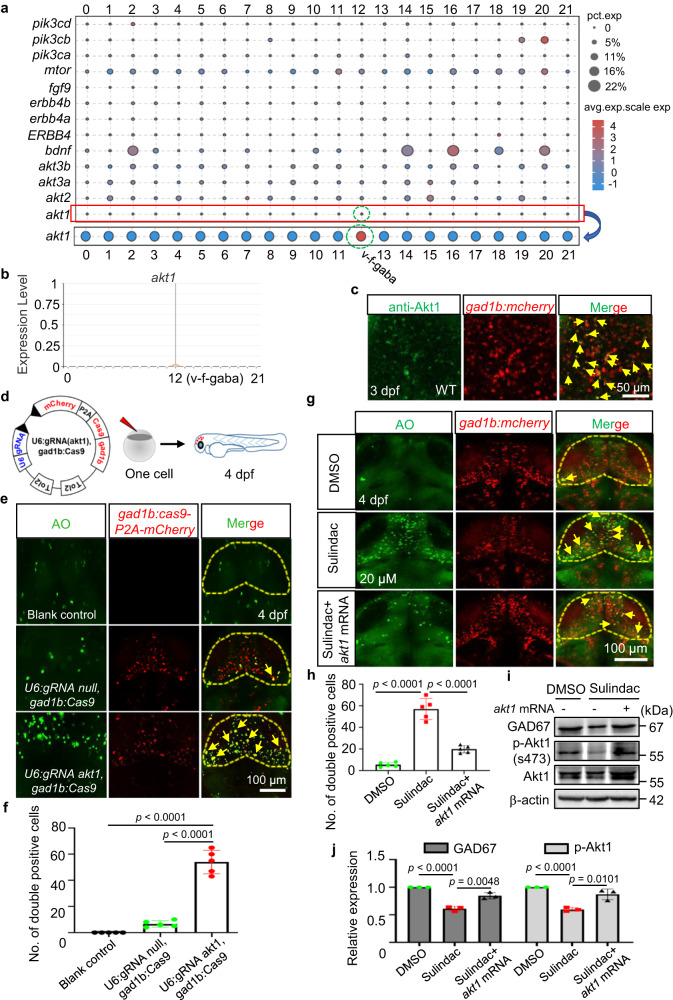
Sulindac selectively induced apoptosis of GABAergic neurons via Akt signalling in zebrafish. **a** Gene dot plot showing that only *Akt1* was abundant in GABAergic neurons, but not *akt2, akt3a, akt3b, bdnf, erbb4* (*erbb4a, erbb4b, ERBB4*)*, fgf9, mtor*, or *pi3k* (*pi3ca, pi3cb, pi3cd*). **b** Gene violin map distribution showed that *akt1* was distributed mainly in the subpopulation of GABAergic neurons. **c** Double immunostaining revealed that Akt1 proteins were selectively expressed in GABAergic neurons in the midbrains of *Tg(gad1b:mCherry)* embryos, as indicated by yellow arrows. The experiment was repeated twice with similar results, and at least five zebrafish were observed each time. **d** Flow diagram showing a tissue-specific CRISPR vector microinjected to knoc kout *akt1* in GABAergic neurons. **e** Specific knock out of *akt1* in GABAergic neurons via injection with the *gad1b:Cas9-T2A-mCherry,U6:gRNA akt1* vector led to apoptosis of GABAergic neurons, as indicated by yellow arrows. **f** Quantification of the yellow colour double-positive cells in the midbrains of embryos. The values represent the means ± SDs (*n* = 5 larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. **g** The number of apoptotic GABAergic neurons was restored by overexpression of *akt1* mRNA after sulindac treatment, as indicated by yellow arrows. **h** Quantification of the yellow double-positive cells in the midbrains of embryos. The values represent the means ± SDs (*n* = 5 larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. Apoptosis of GABAergic neurons in the midbrain is indicated by yellow arrows. (**i**) Western blot analysis showed that overexpression of *akt1* inhibited the declines in p-Akt1 and Gad67 protein levels. **j** The data are presented as the means ± SDs (*n* = 3 independent biological replicates). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. β-Actin was used as an internal control.

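The size of a dot in a dot plot stands for the share of cells in which a gene was detected. In the sibling library, *akt2* was detected in 3.63% of GABAergic-like cells (2.59–4.92%) and in 4.44% of other cells (3.95–4.97%). The shares were 3.90% (2.83–5.24%) and 2.35% (2.00–2.75%) for *akt3a*, and 5.20% (3.96–6.71%) and 2.55% (2.18–2.97%) for *akt3b*. For *bdnf* they were 12.6% (10.6–14.7%) and 2.80% (2.41–3.23%), and for *mtor* 7.62% (6.11–9.37%) and 4.91% (4.39–5.46%). The *bdnf* shares depended on the class. With cells chosen by a *gad1b* or *gad2* UMI they were 2.95% (1.88–4.39%), against 4.335% (3.86–4.85%) in the remaining cells. After thinning to equal depth, with the shallower cells left out, the shares in GABAergic-like and other cells were 1.07% and 1.35% for *akt2*, 1.46% and 0.719% for *akt3a*, and 1.85% and 0.811% for *akt3b*. They were 4.77% and 1.05% for *bdnf*, and 2.73% and 1.35% for *mtor*. Red blood cell-like cells served as a reference for free RNA, although *akt2* need not be absent from them. At their higher depth, *akt2* was detected in 24.0% of them (9.36–45.1%) and *bdnf* in 4.00% (0.101–20.4%), while *akt3a*, *akt3b* and *mtor* were not detected.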

To further support this notion, we performed tissue-specific knockout of *akt1* in GABAergic neurons or overexpression of *akt1* to observe the apoptotic regulation of *akt1* on GABAergic neuron cell death. For tissue-specific knockout of *akt1* in GABAergic neurons, a tissue-specific CRISPR vector (*gad1b:Cas9-T2A-mCherry, U6:gRNA akt1*) was applied^32,33^, which contains two key promoters: one is the zebrafish U6 promoter, which can drive the expression of the guide RNA (gRNA) *akt1*, and the other is the zebrafish gad1b regulatory element, which tissue-specifically controls the expression of zebrafish codon-optimized Cas9 and the fluorescent reporter mCherry (Fig. 3d). To ensure the reliability of the knockout results, the knockout efficiency of the *akt1* target sequence and the CRISPR vector were verified (Supplementary Fig. 5 and Supplementary Fig. 6). Notably, AO staining showed that tissue-specific knockout of *akt1* significantly increased the apoptosis of GABAergic neurons (Fig. 3e, f), which was also consistent with the results induced by treatment with the AKT inhibitor MK-2206 (Supplementary Fig. 7). In contrast, we found that the changes in the number of apoptotic GABAergic neurons (Fig. 3g, h) and the expression of Gad67 protein following sulindac treatment (Fig. 3i, j) were able to be reversed by overexpression of *akt1* mRNA but not by overexpression of *akt2* mRNA (Supplementary Fig. 8a–e) or *akt3* mRNA (Supplementary Fig. 8a, b, f–h). Furthermore, we found that SC97, a major activator of brain-permeable Akt1 phosphorylation^34^, also significantly attenuated sulindac-induced GABAergic neuronal apoptosis (Supplementary Fig. 9). These data support the notion that sulindac may induce GABAergic neuron cell death by reducing p-Akt levels in the midbrains of zebrafish larvae.

### Sulindac induced apoptosis via the mitochondrial pathway

To further explore the potential apoptotic mechanisms, whole-head tissue was separated for detection (Fig. 4a). We screened proteins from a series of genes that have been reported to be associated with apoptosis, including p53, Bcl-2 and Bax, poly (ADP-ribose) polymerase (PARP), caspase 3, caspase 8 and caspase 9^35,36^. We found that the caspase cascade signalling pathway was activated, while p53 was not altered (Supplementary Fig. 10a, b). Cleaved caspase 3, cleaved caspase 9, cleaved PARP and Bax levels were increased in a dose-dependent manner (Fig. 4b–i), but the Bcl-2 level was decreased (Fig. 4b, j). Interestingly, we used a *Tg(Xla.Tubb:bcl-2)* transgenic line, in which zebrafish *bcl-2* mRNA is overexpressed specifically in neurons under the control of a Xenopus neuron-specific β-tubulin (*Xla.Tubb*) promoter, and Bcl-2 overexpression considerably reduced the number of apoptotic neuronal cells, which had been increased by sulindac (Fig. 4k, l). It is widely accepted that the interaction between the apoptosis-promoting factor Bax and the inhibitor of apoptosis Bcl-2 plays an important role in mitochondrial apoptosis and that Bax can directly bind to mitochondria, inducing the release of cytochrome c from mitochondria into the cytosol^37^. Consequently, the release of cytochrome c results in the activation of the caspase cascade, including caspase 9 and caspase 3, and further amplifies the apoptotic signal^38^. As expected, our results showed that cytochrome c accumulation in the cytoplasm was significantly increased in the sulindac group compared to the DMSO group (Fig. 4m).

**Fig. 4:**
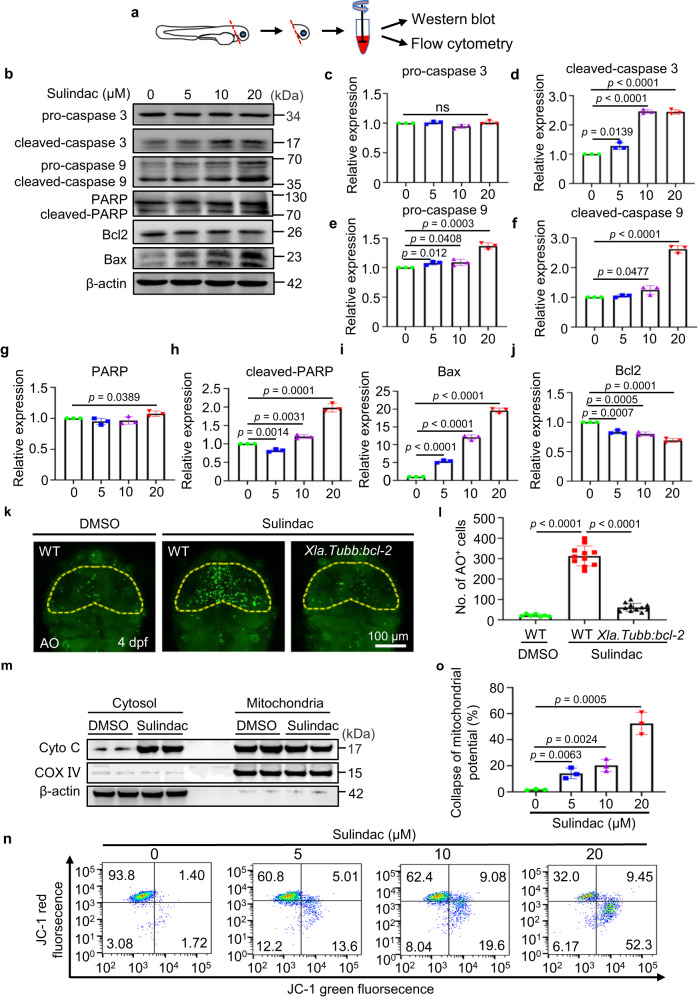
Sulindac induces apoptosis via the mitochondrial pathway. **a** Schematic diagram showing that the head tissue of embryos was split for Western blotting and flow cytometry. **b** Western blot analysis of the protein levels of apoptosis-related proteins with sulindac treatment at increasing concentrations. The immunoblot intensity was determined by ImageJ analysis software. **c**–**j** The data are presented as the means ± SDs (*n* = 3 independent biological replicates). NS, not significant. Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. β-Actin was used as an internal control. **k** After treatment with sulindac or DMSO, the number of apoptotic neurons (AO + ) decreased significantly after overexpression of bcl2 in the midbrains of Tg(Xla.Tubb:bcl-2) embryos. **l** Quantification of AO+ cells in the midbrain. *n* = 7, 11 and 11 for the DMSO (WT) group, sulindac (WT) group, and sulindac (Xla.Tubb:bcl-2) group, respectively. Each dot in (**l**) denotes one larva. The values represent the means ± SDs. Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. **m** Western blot analysis of the protein levels of cytochrome c in the cytosolic and mitochondrial fractions of zebrafish larval neurons. The experiment was repeated three times independently with similar results. **n** Flow cytometric analysis of mitochondrial transmembrane potential (ΔΨm) after staining with JC-1. Zebrafish neuronal cells were treated with increasing concentrations of sulindac. **o** Quantitative data of sulindac-induced collapse of mitochondrial potential. Each column represents the mean ± SDs (*n* = 3 independent biological replicates). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file.

The release of cytochrome c causes loss of the mitochondrial membrane potential (ΔΨm), which is a marker for mitochondrial dysfunction^39^. To further confirm that sulindac-induced apoptosis was mediated by the mitochondrial pathway, changes in ΔΨm were analysed with flow cytometry via detection of the fluorescent dye JC-1, which produces red fluorescence when the mitochondrial membrane potential is high and green fluorescence when the mitochondrial membrane potential is low^40^. Treatment with sulindac resulted in a marked collapse of ΔΨm in a concentration-dependent manner in zebrafish neuronal cells (Fig. 4n, o).

As sulindac is a well-known COX inhibitor, we designed specific MOs to knock down the expression of COXs (Ptgs1/Cox-1, Ptgs2a/Cox-2a and Ptgs2b/Cox-2b), but few apoptotic cells were observed after treatment with sulindac (Supplementary Fig. 11a–c), suggesting that COXs were not involved in sulindac-induced apoptosis. Prostaglandin E2 (PGE2) is the main effector prostanoid and is regulated by COXs^41^. However, the apoptotic effect of sulindac was not reversed by exposure to 16,16-dimethyl-PGE2 (dmPGE2; Supplementary Fig. 11d), a long-acting derivative of PGE2. Taken together, these results indicated that sulindac caused mitochondrial dysfunction and triggered Bcl2-dependent mitochondrial apoptotic pathways but not the COX-dependent pathway.

### Sulindac promoted RXRα-dependent autophagy-induced apoptosis through the PI3K/AKT/mTOR pathway

Previous studies have shown that both AKT and BCL-2 play a key role in modulating the interplay between autophagy and apoptosis by negatively regulating the Beclin1-dependent autophagy program^42,43^. The process of apoptosis is often accompanied by the occurrence of autophagy, which has a dual role in the process of apoptosis. Mild autophagy is a self-protecting process and is responsible for degrading damaged organelles and misfolded proteins, while excessive autophagy causes the destruction of a substantial number of normal organelles, leading to the activation of programmed cell death, called autophagic cell death^44^. To investigate the effects of sulindac on neuronal apoptosis and autophagy in zebrafish, a red fluorescent protein (RFP)-tagged Lc3 (RFP-Lc3) plasmid was injected to mark the magnitude of autophagic flux, and AO staining was used to mark apoptotic cells^45^. The results showed that both RFP-Lc3^+^ and AO^+^ cells were dramatically increased in the zebrafish midbrains after sulindac treatment (Fig. 5a, b). More interestingly, most of the RFP-Lc3^+^ cells were colocalized with AO^+^ cells. We next used electron microscopy to assess ultrastructural changes. Phenotypically, a reduced number of mitochondria and multiple small autophagosomes (Fig. 5c, green arrows), distinguished by their characteristic double membranes, were identified, as well as large autolysosomes containing electron-dense deposits (Fig. 5c, red arrows). These results further revealed that sulindac induced autophagy in neurons. Then, we explored the relationship between sulindac-induced autophagy and apoptosis by combining treatment with sulindac and 3-MA (an autophagy inhibitor) or Z-VAD-FMK (an apoptosis inhibitor). Pretreatment with 3-MA attenuated the inhibitory effect of sulindac on neuronal cell viability, but pretreatment with Z-VAD-FMK did not affect autophagy after sulindac treatment (Fig. 5a, b). These experiments demonstrated that sulindac induced Bcl-2-mediated autophagy, thereby promoting neuronal autophagic cell death.

**Fig. 5:**
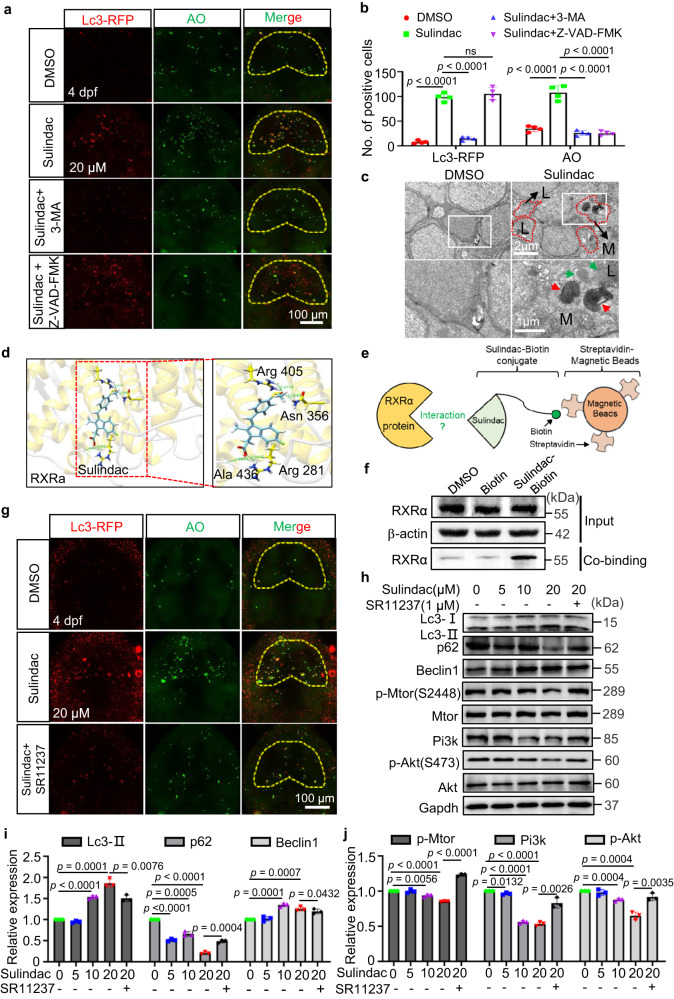
Sulindac promoted RXRa-dependent autophagy-induced apoptosis through the PI3K/AKT/mTOR pathway in zebrafish neurons. **a** Autophagy and apoptosis were evaluated according to Lc3-RFP and AO signals when treated with 3-MA (autophagy inhibitors) or Z-VAD-FMK (apoptosis inhibitors) before sulindac treatment. **b** Quantification of Lc3-RFP+ and AO+ cells in the midbrain of embryos. The values represent the means ± SDs (*n* = 4 larvae for per group, each dot denotes one larva). NS, not significant. Statistics calculated by unpaired two-tailed Student’s *t* test. **c** Transmission electron micrograph analysis of autophagy measured in the midbrains of embryos treated with sulindac or DMSO. Small autophagosomes (green arrows) and autolysosomes (dashed lines) contained degraded cellular debris (red arrows), lysosomes (L), and mitochondria (M). The experiment was repeated once with similar results, and three zebrafish were observed in each group. **d** A docking study was performed to evaluate the interaction of RXRa (PDB ID: Q90416) with sulindac (Zinc ID: 3786192) via the SwissDock server (http://www.swissdock.ch/). The most favourable binding mode showed four hydrogen bonds and had a full fitness of −2523.73 kcal/mol with −7.56 kcal/mol docked free energy; the close-up view is represented in the right panel. **e** Schematic diagram of the use of the streptavidin–biotin (SA–biotin) system to acquire proteins bound to sulindac. **f** Western blot analysis showed that there was an interaction between sulindac and RXRa protein in zebrafish head tissue. The experiment was repeated three times independently with similar results. **g** Autophagy and apoptosis were evaluated according to Lc3-RFP and AO signals upon treatment with SR11237 before sulindac treatment. The experiment was repeated twice with similar results, and at least five zebrafish were observed each time. **h** Western blot revealed the expression levels of autophagy-associated proteins and the PI3K/AKT/mTOR pathway proteins after treatment with increasing concentrations of sulindac as indicated. The immunoblot intensity was determined by ImageJ analysis software **i**, **j** The data are presented as the means ± SDs (*n* = 3 independent biological replicates). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. GAPDH was used as an internal control.

Given the discovery of these mechanisms of sulindac, we then sought to identify the target of sulindac in activating the autophagy pathway. Here, we predicted potential targets of sulindac using the SEA Search Server database (https://sea.bkslab.org/), and the results showed that the three most correlated targets were prostaglandin G/H synthase 1 (PTGS1/COX-1), RXRα and prostaglandin G/H synthase 2 (PTGS2/COX-2; Supplementary Fig. 12). Since our data showed that sulindac induced neuronal apoptosis via a COX-independent pathway, we hypothesized that RXRα may serve as a target of sulindac to induce autophagic cell death. To test this possibility, we performed a docking study to evaluate the interaction of RXRα (PDB ID: Q90416) with sulindac (Zinc ID: 3786192) using the SwissDock server (http://www.swissdock.ch/). The results indicated that the most favourable binding modes showed four hydrogen bonds between sulindac and residues Arg405, Asn356, Arg281, and Ala436 of RXRα and a full fitness of −2523.73 kcal/mol with −7.56 kcal/mol docked free energy (Fig. 5d). It is well known that docking free energy values less than −7.0 kcal/mol indicate strong binding activity^46^. Therefore, the results demonstrated that sulindac could be tightly bound to the RXRα protein.

To further confirm the interaction between sulindac and RXRα protein in the brain tissue, sulindac was biotinylated. Assuming that sulindac interacts with RXRα, RXRα should also be indirectly biotinylated, and therefore, the RXRα protein should be captured by the SA–biotin system^47^ (Fig. 5e). As expected, the binding results showed that the amount of RXRα protein captured by sulindac–biotin was significantly increased (Fig. 5f). Together, these data imply that RXRα may serve as an intracellular target mediating the apoptotic effect of sulindac. To further investigate the role of RXRα in sulindac-induced autophagic cell death of neurons, SR11237 (a potent RXRα-selective ligand) was used^48^. Sulindac induced extensive autophagy and apoptosis but had little effect after SR11237 pretreatment of embryos (Fig. 5g). Moreover, Western blotting showed that the levels of the autophagy-related proteins LC3-II, a marker of autophagosomes, and Beclin1, which plays a key role in the formation of autophagosomes, were decreased following SR11237 treatment, while that of the p62 protein, which is involved in the degradation of autophagy, was increased sharply (Fig. 5h, i). Therefore, this result further confirmed that sulindac activated autophagy and that this process may have involved binding to the RXRα receptor.

Considering that the above studies validated that Akt1 was involved in sulindac-induced autophagic apoptosis, the PI3K/AKT/mTOR pathway, a well-known pathway in autophagy, was also examined^44^. The expression of Pi3k, p-Akt (Ser473), and p-Mtor (Ser2448) was remarkably downregulated in a dose-dependent manner, with little change in total Akt levels and Mtor levels (Fig. 5h, j). However, all these changes were reversed by SR11237. Moreover, MHY1485, an mTOR activator, significantly reversed the influence of sulindac, further supporting the notion that sulindac can arrest the PI3K/AKT/mTOR pathway, leading to the autophagic cell death of zebrafish neurons (Supplementary Fig. 13). Together, these results demonstrate that sulindac likely promotes RXRα-dependent autophagy and induces apoptosis via suppression of the PI3K/AKT/mTOR signalling pathway in zebrafish GABAergic neurons.

### Long-term administration of sulindac in mice can lead to hyperactivity and apoptosis of neocortical GABAergic neurons

Based on our zebrafish findings, we decided to investigate sulindac’s effects on behavioural regulation and neuronal apoptosis in mammals. Therefore, the open field test was used to evaluate the locomotor activity of mice after one month of intragastric administration of sulindac (Fig. 6a). Strikingly, we observed that the mice exhibited hyperactivity and increased excitability, as estimated by their running distance, average velocity, and frequency of centre entry (Fig. 6b–e). Interestingly, this abnormal hyperactivity became more obvious with increasing doses of sulindac (26 mg/kg, 52 mg/kg and 104 mg/kg) in mice, which was similar to the phenomenon observed in zebrafish. Therefore, these results suggest that long-term use of sulindac can lead to hyperactivity in vertebrates.

**Fig. 6:**
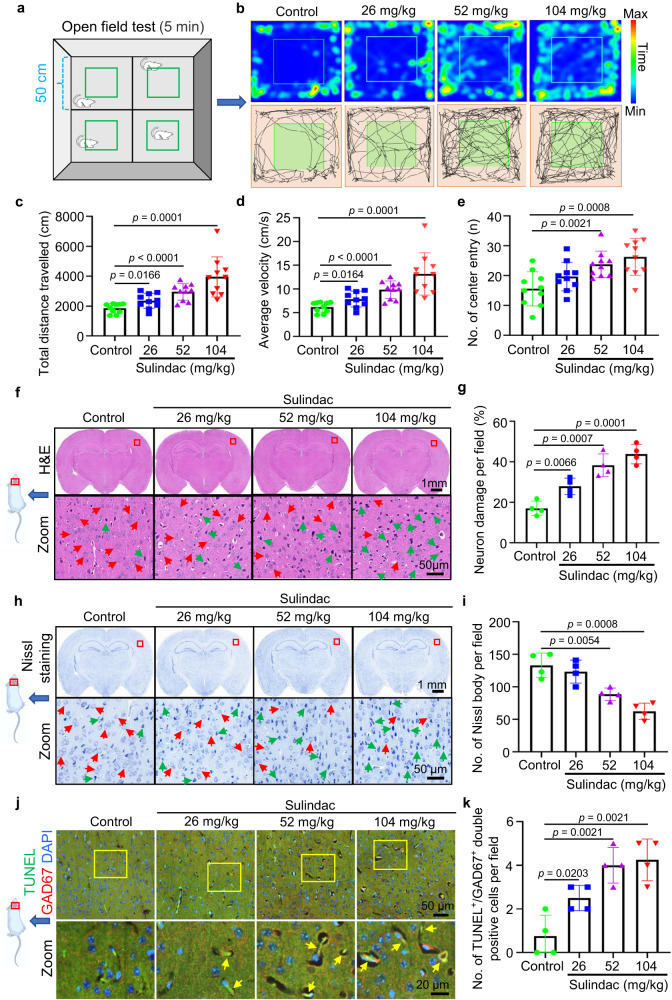
Sulindac caused mice to display hyperactivity and induced apoptosis of neocortical GABAergic neurons. **a** Schematic diagram of the monitoring the locomotion of mice in an open field. **b–e** Hyperlocomotion of mice was manifested as increases in movement distance, average speed and the number of entries into the central area after sulindac treatment. The data are presented as the means ± SDs (*n* = 10 mice per group). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. **f** Haematoxylin/eosin (H & E) staining showed the structural morphology of neuronal cells in the cerebral cortex of mice after sulindac treatment. Red arrows indicate normal neuronal cells, and green arrows indicate dying neurons. **g** Quantification of dying neurons in the cerebral cortex in mice. The data are presented as the means ± SDs (*n* = 4 mice per group). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. **h** Nissl staining demonstrated that the Nissl bodies of neurons were gradually lost in the cerebral cortex in mice in a dose-dependent manner after sulindac treatment. Normal neurons contained a large number of Nissl bodies (red arrow), which disappeared in dying neurons (green arrow). **i** Quantification of Nissl bodies in the cerebral cortex in mice. The data are presented as the means ± SDs (*n* = 4 mice per group). Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file. **j** Double staining of TUNEL/GAD67 in the cerebral cortex in mice. The yellow arrow indicates TUNEL/GAD67 double-positive cells. **k** Quantification of the number of TUNEL/GAD67 double-positive cells in the cerebral cortex in mice. The data are presented as the means ± SDs (*n* = 4 mice per group). Each dot in (**c**–**e,** **g,** **i**, **k**) denotes one mouse. Statistics calculated by unpaired two-tailed Student’s *t* test. Source data are provided as a Source Data file.

To further confirm that the autophagic cell death of GABAergic neurons was also induced by sulindac in mice, haematoxylin/eosin (H&E) staining and Nissl staining were performed and revealed that sulindac administration for 1 month also resulted in significant neuronal cell death in mice at doses of 26 mg/kg, 52 mg/kg (human equivalent dose) and 104 mg/kg (Fig. 6f–i). Moreover, consistent with the observations in zebrafish, TUNEL assays revealed that the apoptosis of GAD67-positive cells increased significantly in mice (Fig. 6j, k). All these data imply that sulindac has a potentially toxic effect on GABAergic neurons, not only in lower vertebrates but also in mammals.

## Discussion

NSAIDs play an important role in clinical medicine. They are mostly used for the treatment of patients suffering from pain and inflammatory conditions such as chronic pain, osteoarthritis, rheumatoid arthritis, postoperative surgical conditions and menstrual cramps but are even used extensively as analgesics and antipyretics^49^. NSAIDs are also among the most frequently used drugs in the paediatric population^50,51^. However, after clinical application, an increasing number of NSAIDs have been reported to cause adverse effects, including damage to the cardiac^52^, gastrointestinal^53^, cardiovascular^54^ and neurological systems of patients^55,56^. Studies have also confirmed that overdose exposure to NSAIDs produces more serious risks to developing foetuses and children, who are even more sensitive than adults^57,58^. However, most research on the safety of NSAIDs has focused on foetal malformations and nephrotoxicity in children^13,59^. In contrast, there are few studies of neurodevelopmental disorders or brain damage caused by NSAIDs, and the mechanisms underlying their effects are still unclear. Here, we report that sulindac treatment induces autophagic cell death in GABAergic neurons via the PI3K/AKT/mTOR pathway, leading to hyperactive behaviour in zebrafish larvae and mice.

GABAergic neurons are a class of inhibitory neurons in the brains of vertebrates that are mainly distributed mainly in the mature midbrain region. They are involved in the regulation of multiple neural circuits, especially in regulating autonomic and motor behaviours^60^. Recently, it was reported that disrupting the normal development of GABAergic neurons during the early developmental stage of zebrafish leads to hyperactive motor behaviours^61,62^. Similarly, a study conducted on mice has demonstrated that dysfunction of ventral tegmental area GABA neurons can cause hyperactivity and manic-like behaviour^63^. In our study, we found that sulindac specifically induced apoptosis of GABAergic neurons in the midbrains of zebrafish larvae through the Akt pathway, resulting in enhanced locomotor behavioural activity in zebrafish larvae and mice. AKT, a serine/threonine kinase, has been reported to selectively induce developmental defects in GABAergic neurons after knockdown of Akt in mice^21^. In addition, inhibition of Akt pathway activity has been found to result in significantly impaired development of GABAergic neurons in zebrafish larvae^20^, which is in perfect agreement with our results. However, we were surprised to find that this restriction was reversed by overexpression of *akt1* mRNA or incubation with an AKT activator. Therefore, Akt is important for the development of GABAergic neurons, as it serves as a key regulator in the PI3K/Akt/mTOR pathway.

Sulindac, as a nonselective anti-inflammatory drug affecting COXs, is widely used for the treatment of osteoarthritis and rheumatoid arthritis. In recent years, an increasing number of studies have confirmed that there may be some COX-independent pathways involved in the pharmacological mechanism of sulindac^64,65^. In our study, we were surprised to find that sulindac selectively induced apoptosis of GABAergic neurons. However, the downstream mechanism of sulindac remains unclear and needs to be further explored. Interestingly, RXRα, which is a unique nuclear receptor of the RXR subfamily, was predicted to be a target of sulindac by the SEA database, and accumulating evidence indicates that RXRα also has extranuclear functions^66–68^. For example, RXRα migrates from the nucleus to the cytoplasm in response to differentiation^69^, survival^70^, apoptosis^71^ and inflammation^72^. Subsequently, we further confirmed strong binding between sulindac and RXRα via molecular docking and the SA-biotin system. As expected, the promoting effects of sulindac on autophagy and apoptosis were reversed by the RXRα competitive ligand SR11237, confirming that autophagy and apoptosis are directly related to the binding of sulindac and RXRα. This result is similar to the previously reported finding that sulindac can bind to RXRα and induce apoptosis in colon cancer^73^. The PI3K/AKT/mTOR pathway plays a major role in the processes of proliferation, apoptosis, and differentiation and is also closely related to the developing nervous system^74^. Our results showed that the PI3K/AKT/mTOR pathway was suppressed by sulindac. Moreover, both additional *akt1* mRNA or activation of mTOR reversed the effects of sulindac, further supporting the hypothesis that sulindac acts by inhibiting the PI3K/AKT/mTOR pathway in the autophagic cell death process of zebrafish neurons.

Autophagy is well known as a necessary process in cell physiology and is involved in regulating both cell survival and death^75^. Many studies have confirmed that autophagy has a bidirectional effect on apoptosis^76^. In our study, we found that the apoptosis of GABAergic neurons induced by sulindac was also accompanied by autophagy, and 3-MA, an inhibitor of autophagy, not only significantly attenuated sulindac-induced autophagy in larval zebrafish neurons but also significantly reduced neuronal apoptosis. However, the apoptosis inhibitor Z-VAD-FMK alleviated only apoptosis, not autophagy. This result suggests that sulindac treatment may activate autophagy to promote neuronal apoptosis. This is consistent with our above data that sulindac can inhibit the activity of the PI3K/AKT/mTOR pathway, leading to a reduction in the phosphorylation of mTOR (p- mTOR), followed by the occurrence of autophagy. Indeed, recent studies have revealed that the activation of the PI3K/Akt/mTOR pathway can induce autophagy via dephosphorylation of mTOR in several cell types^77,78^. Therefore, it is possible that the occurrence of autophagy induced by sulindac is responsible for the apoptosis of GABAergic neurons.

In conclusion, our study demonstrates that sulindac triggers autophagy-mediated apoptosis of GABAergic neurons via the PI3K/AKT/mTOR pathway, resulting in hyperactive behaviour in zebrafish larvae and mice (Fig. 7). These findings suggest that prolonged use of sulindac may lead to neurotoxicity during CNS development. Thus, these results deepen our understanding of the effects of sulindac, especially in the nervous system, and should encourage more rational and effective treatments to be employed in the clinic.

**Fig. 7:**
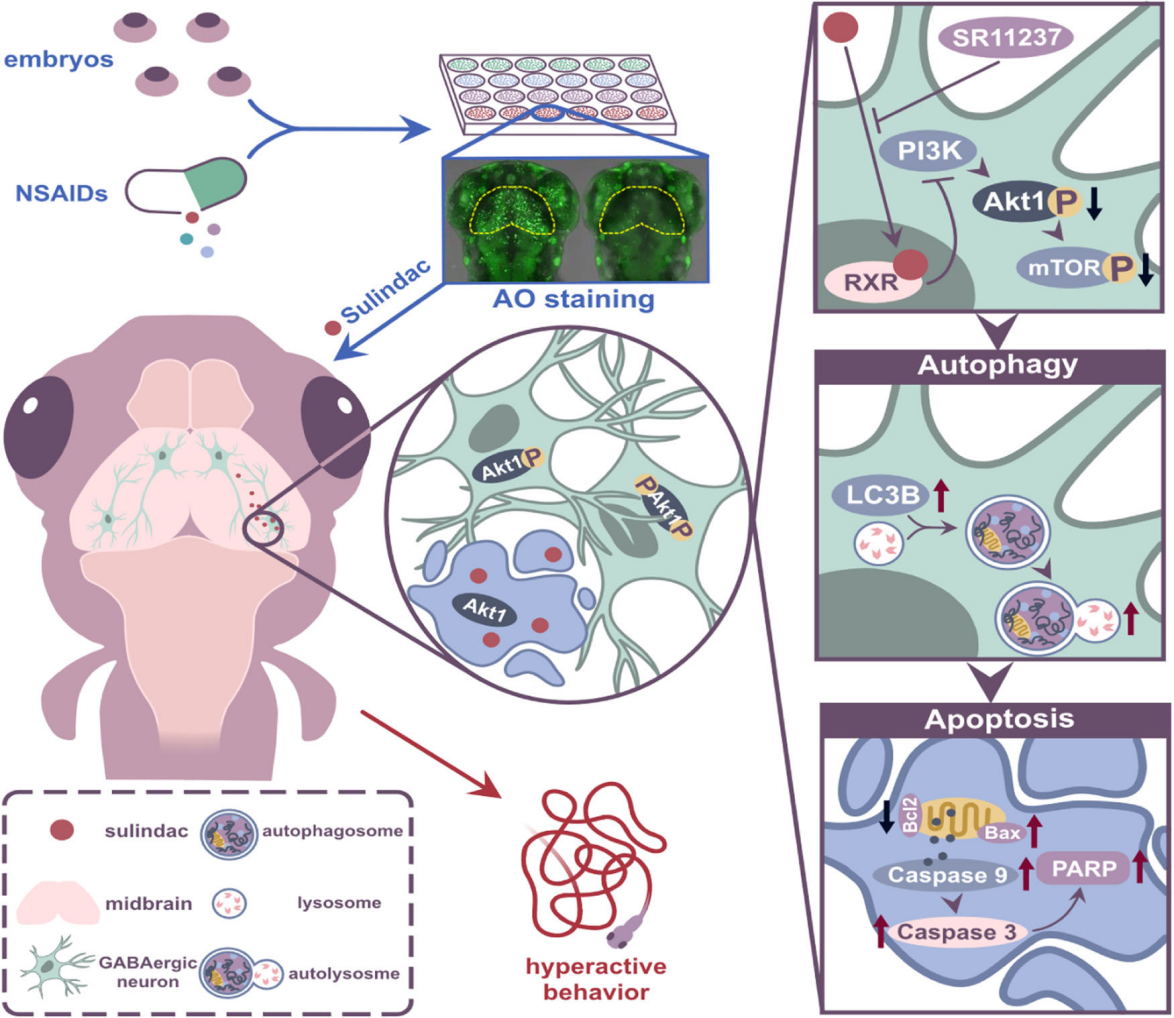
Schematic illustration of the proposed mechanisms. Sulindac treatment induces RXRa-dependent autophagic cell death in GABAergic neurons via the PI3K/AKT/mTOR pathway, leading to hyperactive behaviour in zebrafish larvae.

## Methods

### Ethical statement

All experimental procedures were approved by the Institutional Animal Care and Use Committee of the South China University of Technology (approval number SCUT-2019-079).

### Zebrafish maintenance

The zebrafish strains were maintained in standard laboratory conditions. The Tuebingen strain of zebrafish was used to obtain wild-type embryos, which were maintained in E2 medium at 28.5 °C and staged as previously reported^79^. The following mutant and transgenic lines were used: *p53*^*M214K*^^80^, *Tg(Xla.Tubb:DsRedx)*^81^, *Tg(Xla.Tubb:bcl-2)*^82^, *Tg(gad1b:mCherry)*^83^, *Tg(vglut2a:GFP)*^83^, *Tg(atoh7: mCherry)*^84^ and *Tg(islet:GFP)*^85^. All experiments involving zebrafish were approved by the Institutional Animal Care and Use Committee of the South China University of Technology.

### Drug exposure

Zebrafish embryos at 2 dpf were soaked in egg water containing chemicals for 2 days, and relevant experiments were performed at 4 dpf. DMSO (Sigma‒Aldrich #D8418), sulindac (Selleck #S2007, 20 μM), SR11237 (Sigma‒Aldrich #S8951, 1 μM), CD3254 (MCE #HY-107399, 1 μM), 3-methyladenine (MCE, #HY-19312, 1 mM), Z-VAD-FMK (Selleck #S7023, 100 μM), dmPGE2 (Apexbio #B7568, 10 μM), MHY1485 (MCE #HY-B0795, 5 μM), SC97 (Selleck #S7863, 1 μM) and MK-2206 (Selleck #S1078, 30 μM) were used in this study.

### AO staining, TUNEL, H&E staining and Nissl staining

For AO staining, embryos recovered at 4 dpf were incubated in 10 μg/mL AO stain (Sigma‒Aldrich) dissolved in embryo medium in the dark for ~30 min. TUNEL staining was performed with an In Situ Cell Death Detection Kit TMR red (#12156792910, Roche) as previously described^86^. H&E staining was conducted to observe the morphological and quantitative changes in neurons. Nissl staining was used to determine the loss of Nissl substance and the number of Nissl bodies. Both H&E staining and Nissl staining were performed according to standard protocols.

### Immunostaining

Embryos were collected and fixed overnight at 4 °C with 4% paraformaldehyde, then briefly permeabilized with methanol. Subsequently, they were rinsed and washed in PBST (PBS containing 0.1% Tween-20) to eliminate residual methanol. After blocking with blocking buffer (0.5% Triton-X PBS, 5% lamb serum, and 1% DMSO) for 2 h at room temperature, embryos were incubated with primary antibody in blocking buffer for 2 days, followed by secondary antibody for another day at 4 °C. Rabbit anti-Akt1 (Invitrogen, #PA5-29169, 1:100) and mouse anti-mCherry (Abcam, #ab125096, 1:500) were used as primary antibodies, and Alexa Fluor 488-conjugated anti-rabbit (Invitrogen, #A32731, 1:400) and Alexa Fluor 555-conjugated anti-mouse (Invitrogen, #A32727, 1:400) were used as secondary antibodies.

### Single-cell gene expression quantification

The raw sequencing data were processed using Cell Ranger (v5.0) provided by 10X Genomics with the default options. The reads were aligned to the zebrafish reference transcriptome (Ensembl release 104). To ensure data quality, reads with low-quality barcodes and unique molecular identifiers (UMIs) were filtered out. For UMI counting, only reads that uniquely mapped to the transcriptome and intersected an exon by at least 50% were considered. Prior to quantification, UMI sequences were corrected for sequencing errors, and valid barcodes were identified using the EmptyDrops method^87^. The resulting cell-by-gene matrices were generated through UMI counting and cell barcode assignment.

### Dimensionality reduction and clustering

The resulting matrix was imported into Seurat^88^ (v3.1.1) for downstream analysis. Briefly, cells that met the filter parameters of gene numbers between 200 and 3000, UMI counts <20000, and mitochondrial counts <15% were retained for subsequent analysis. Additionally, doublet GEMs were filtered out using DoubletFinder^89^ (v2.0.3) with a default estimated doublet rate of 7.5%. 

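In the sibling library, 25 deposited barcodes had under 200 genes, 299 had over 3000 genes, 272 had 20000 UMIs or more, and 61 had 15% or more mitochondrial UMIs. A barcode could fail several of these limits. The limits left 8150 barcodes, of which 611 were then removed as doublets. In the mutant library the corresponding numbers were 18, 202, 181 and 43, with 8511 barcodes within the limits and 638 removed as doublets. The retained cells of both libraries summed to 15412. A mitochondrial limit of 10% would retain 7431 sibling cells, and a minimum of 500 genes 6599.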

After retaining a total of 7,758 high-quality cells, the expression values were normalized using a global-scaling method known as “Log Normalize”, which involved multiplying the total expression by a scale factor (default 10,000) and subsequently log-transforming the results. To account for batch effects and behavioural conditions on clustering, we employed Harmony to aggregate all samples^90^. The Harmony algorithm takes as input a principal component analysis (PCA) embedding of cells and their corresponding batch assignments and returns a batch-corrected embedding. We performed a random permutation of a subset of the data (default: 1%), reran PCA to create a null distribution of gene scores and repeated this procedure. The identification of PCs was based on their enrichment of genes with low p values, indicating their relevance for downstream clustering and dimensional reduction^91^. Euclidean distances between cells were calculated based on previously identified PCs. In brief, Seurat uses a shared-nearest neighbour (SNN) graph to embed cells, where edges are drawn between cells with similar gene expression patterns. To partition this graph into highly interconnected quasi-cliques or communities, we constructed the SNN graph based on the Euclidean distance in PCA space and refined the edge weights between cells based on the shared overlap in their local neighbourhoods (Jaccard distance). The Louvain^92^ algorithm was employed for cell clustering and subclustering, while nonlinear dimensionality reduction (t-SNE) was used for data visualization. Subsequently, cell annotation was performed using semisupervised methods such as singleR and manual annotation. We identified and clustered four major cell types, including optic neurons, NSPCs, postmitotic neurons, and nonneuronal cells. Furthermore, the neuronal population within the brain was reclustered into seven distinct subpopulations, resulting in a total of 22 clusters. 

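The reclustering of neurons was also carried out, as a setting chosen after seeing the data. In the sibling library, *elavl3* UMIs were present in at least 50% of the cells of 5 clusters, which together held 3402 cells. A further round of Louvain clustering at a resolution of 0.8 divided these cells into 17 subclusters. A subcluster of 75 cells carried the markers of ventral forebrain GABAergic neurons and held 1.02% of all UMIs of the retained cells. It contained the only *akt1* UMI of the 3402 neurons, at 3.39 CPM with an interval from 0.0859 to 18.9. The remaining retained cells had 3 *akt1* UMIs at 0.105 CPM, a ratio of 32.3 with an interval from 0.615 to 402. A gene with 1 UMI lies in 1 subcluster by construction. There were 2199 genes with 1 UMI among these neurons, and for 47 of them (2.14%) the UMI lay in the same subcluster, which held 2.99% of the neurons' UMIs. In the mutant library, the subcluster with these markers had 168 cells and 0 *akt1* UMIs.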

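Of the clusters found in the sibling library, the largest that could be named from the marker genes was midbrain/thalamus-like, with 2129 of 7539 cells (28.2%, interval 27.2–29.3%). Next were 686 cycling precursor-like cells (9.10%, 8.46–9.77%), 458 radial glia-like cells (6.08%, 5.55–6.64%) and 300 photoreceptor precursor-like cells (3.98%, 3.55–4.45%). There were 141 vagal motor-like cells (1.87%, 1.58–2.202%) and 119 retinal ganglion-like cells (1.58%, 1.31–1.89%). Cells from outside the nervous system included 131 epidermis-like, 42 microglia/macrophage-like, 26 endothelium-like and 25 red blood cell-like cells. The unnamed clusters included 995 cells led by extracellular matrix genes such as *angptl7* and *col5a1*, 977 cells led by *gnb3a* and *vsx1*, 100 cells led by *matn1*, 69 cells led by muscle genes such as *mylpfa* and 33 cells led by crystallin genes. The largest of these shares moved most with the reclustering of neurons, chosen after seeing the data, to 5.43% for midbrain/thalamus-like cells. At a Louvain resolution of 1 they made up 8.24%, and cycling precursor-like cells 4.80%.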

Supplementary Table 3 provides detailed information about the cells within each cluster.

### Differential expression analysis

The Wilcoxon rank-sum test^93^ (Seurat version 3.1.1) was used for the differentially expressed gene analysis in this study. The expression values of each gene within a given cluster were compared with the rest of the cells. Significant genes were identified based on three main criteria: the genes were at least 1.28-fold overexpressed in the target cluster, the genes were expressed in more than 25% of the cells belonging to the target cluster, and the p value was less than 0.05.

### Morpholino oligonucleotide (MO) injection

A previously described morpholino oligonucleotides (MO) to ptgs1/cox-1 (5ʹ-TCAGCAAAAAGTTACACTCTCTCAT-3ʹ)^41^, ptgs2a/cox-2a (5ʹ-AACCAGTTTATTCATTCCAGAAGTG-3ʹ)^41^ and ptgs2b/cox-2b (5ʹ-AGGCTTACCTCCTGTGCAAACCACG-3ʹ)^94^ were purchased from Gene Tools. The MOs for ptgs1, ptgs2a, and ptgs2b were injected into zebrafish embryos at the one-cell stage at 300 μM.

### Synthesis of mRNA and guide RNA

The Akt coding sequence was amplified using primers (Akt1, 5ʹ-ATGGCGACAGATGTG-3ʹ and 5ʹ-TCATGCTGTTCCGCT-3ʹ; Akt2, 5ʹ-ATGAACGAGATCAGCGTCGTCA-3ʹ and 5ʹ-TCACTCCCGCACACTGGC-3ʹ; Akt3a, 5ʹ-ATGAGCGATGTCACCGTCG-3ʹ and 5ʹ-TCATTCTCTCCCGCTGGCCGA-3ʹ; Akt3b, 5ʹ-ATGAACGACCTGAACGTCGTG-3ʹ and 5ʹ-TCACTCCCGCCCGCTG-3ʹ), and the PCR product was inserted into the pCS2+ vector. After linearization by Not1, the capped Akt (Akt1, Akt2, Akt3a and Akt3b) mRNA was synthesized in vitro by using an mMESSAGE mMACHINE® SP6 Kit (Invitrogen, #01112989) according to the manufacturer’s instructions. The mRNAs were injected into each embryo at a concentration of 200 pg for Akt1, 150 pg for Akt2, and 100 pg each for Akt3a and Akt3b.

The gRNA target sites were designed using online tools (http://chopchop.cbu.uib.no/). The primers used for amplification of gRNA templates were as follows: T7-akt1-gRNA-F: 5ʹ-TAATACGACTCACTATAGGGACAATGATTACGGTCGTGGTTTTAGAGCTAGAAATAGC-3ʹ; gRNA-R: 5ʹ-AGCACCGACTCGGTGCCACT-3ʹ. gRNA was transcribed using a MAXIscript T7 kit (Invitrogen, #AM1314). The Cas9 protein (NEB, Cat# M0646T), an RNA-guided endonuclease, was used to cleave the site-specific genomic DNA^95^. A volume of 1 nL of a mixture of gRNA (100 pg) and Cas9 protein (500 pg) was coinjected into each single-celled embryo.

### Plasmid construction

For the construction of the cmv:RFP-Lc3 plasmid, PCR was performed to generate RFP cDNA without the termination codon, and then replace the EGFP coding region of pEGFP-C1, and the resulting plasmid was named RFP-C1. The fragment of Lc3 was inserted into the corresponding sites in the RFP-C1 plasmid. Finally, a 30-pg plasmid was injected into one-cell-stage embryos. For the construction of the tissue-specific CRISPR vector, we sought assistance from Professor Yang’s laboratory^32^. The *gad1b* promoter from the transgenic line *Tg(gad1b:mCherry)* was cloned and inserted into *Cas9-T2A-mCherry,U6:gRNA(null)* to create the *gad1b:Cas9-T2A-mCherry,U6:gRNA(null)* vector by Gibson assembly reaction^96^. The sequence of the *akt1* gRNA target was then inserted into the U6:gRNA cassette to construct the CRISPR vector *gad1b:Cas9-T2A-mCherry,U6:gRNA akt1*. Finally, a mixture of 100 pg of CRISPR vector and 20 pg of Tol2 mRNA was injected into one-cell-stage wild-type embryos.

### Confocal imaging

Zebrafish larvae were anaesthetised with 0.01% tricaine and mounted in 1% low-melting agarose with 0.01% tricaine. A Zeiss 800 confocal microscope was used for imaging the samples. Optical sections were obtained under a ×10 or ×20 air immersion objective lens at a resolution of 1024 × 1024 pixels, with the pinhole diameter adjusted to 1 Airy unit for each emission channel to ensure all intensity values fell within the linear range of 1 to 250. A 561-nm laser with an emission wavelength range of 570–650 nm and a 488-nm laser with an emission wavelength range of 500–550 nm were utilized. The microscope was operated on the Zeiss Zen blue 2.5 software platform (Carl Zeiss).

### Detection of mitochondrial membrane potential

After drug treatment, whole-brain tissue was separated from zebrafish juveniles, and a cell suspension was prepared according to a previously described method^97^. Briefly, brain tissues were dissociated with 300 μL papain solution (28 units/mL, Worthington) containing 1% DNase and 12 mg/mL L-cysteine in DMEM/F12. The mixture was incubated at 37 °C for 15 min with gentle agitation. Dissociated cells were then washed twice with washing buffer (100 mL: 650 μL 45% glucose, 500 μL 1 M HEPES and 5 mL FBS into 93.85 mL 1×DPBS). Finally, the collected cells were incubated with JC-1 (10 mM) in the dark at 37 °C for 30 min. Finally, the changes in mitochondrial membrane potential (ΔΨm) were detected using flow cytometry (Beckman Coulter, USA).

### Extraction of cytoplasm and mitochondria from cells

First, the cell suspension was prepared according to a previously described method^97^. Briefly, brain tissues were dissociated with 300 μL papain solution (28 units/mL, Worthington) containing 1% DNase and 12 mg/mL L-cysteine in DMEM/F12. The mixture was incubated at 37 °C for 15 min with gentle agitation. Dissociated cells were then washed twice with washing buffer (100 mL: 650 μL 45% glucose, 500 μL 1 M HEPES and 5 mL FBS into 93.85 mL 1×DPBS). Subsequently, a mitochondria isolation kit for tissue (Abcam, #ab110168) was used to obtain the cytoplasmic and mitochondrial fractions according to the manufacturer’s instructions with minor changes. Neuronal cells were homogenized in ice-cold mitochondria isolation buffer containing protease inhibitor cocktail after resuspension and then centrifuged at 1000 × *g* for 10 min twice at 4 °C to remove debris. The supernatant was centrifuged at 12,000 × *g* for 15 min twice to isolate the mitochondrial fraction. Finally, the resulting pellet containing mitochondria was washed twice with isolation buffer, and the remaining supernatant served as the cytosolic fraction.

### Western blotting

The encephalons of 4-dpf larvae were dissected and lysed in RIPA lysis buffer supplemented with protease inhibitor cocktail (Roche, #04693116001) for Western blot analysis. The proteins were then separated by 10–13.5% SDS‒PAGE and transferred to nitrocellulose (NC) membranes. The membranes were first blocked in 5% BSA and then incubated overnight at 4 °C with primary antibodies. Subsequently, the membranes were incubated with secondary antibodies for another 3 h. Images were visualized with a MiniChemi image system (Beijing Sage Creation Science Co., China). All the information on primary antibodies is provided in Supplementary Table 4.

### Detection of the interaction between sulindac and RXRα protein

A streptavidin–biotin (SA–biotin) system was utilized to confirm the interactions between sulindac and RXRα. Sulindac was biotinylated via a chemical reaction between the amino group of biotin and the carboxyl group of sulindac (Supplementary Fig. 14). Then, zebrafish embryos at 2 dpf were soaked in egg water containing biotinylated sulindac (20 μM) for 2 days. The encephalons of 4-dpf larvae were dissected and lysed in RIPA lysis buffer supplemented with protease inhibitor cocktail (Roche, #04693116001). The protein supernatant was obtained through low-temperature centrifugation. Subsequently, the protein mixture was transferred into a 1.5 mL microcentrifuge tube containing extensively washed streptavidin magnetic beads (Thermo Fisher, #88816) and incubated for 1.5 h at room temperature. Next, a magnetic stand was utilized to acquire target protein according to the instructions of the magnetic beads. Western blotting was used to analyse the target protein.

### Determination of locomotor behaviour in larvae

All locomotor behaviour detection was performed in 24-well plates during the light phase between 9 a.m. and 4 p.m. After exposure to sulindac (5 μM, 10 μM, 20 μM) or DMSO (0.1%) at 5 dpf, the free-swimming activities of zebrafish larvae in response to a 10-min light-to-dark photoperiod stimulation were recorded with a DanioVision Observation Chamber System (Noldus IT, Netherlands). The videos were analysed using EthoVision XT software, and the total distances moved together with mean velocity were subjected to statistical analysis.

### Mouse experiments

Four-week-old KM mice were obtained from Guangdong Medical Laboratory Animal Centre, Guangzhou, China. The animal licence number was SCXK (YUE) 2022-0002. All mice were housed in a facility with a light cycle running from 06:00 to 18:00, and the temperature was maintained at 20–22 °C with humidity at 50%. Food and water were available ad libitum. The mice were randomly divided into four groups (*n* = 10 per group, 5 male/5 female): saline group; sulindac groups with doses of 26 mg/kg, 52 mg/kg (human equivalent dose), and 104 mg/kg. All the mice received either sulindac or saline through gastric feeding. The treatment was repeated daily for the specified duration. After 30 days of gavage administration, behavioural monitoring experiments were performed. Subsequently, the mice were euthanized by administering with carbon dioxide for 2 min from a compressed gas tank followed by cervical dislocation, and the entire brain tissue of the mice was collected and fixed with a 4% paraformaldehyde solution for further experiments. To prepare paraffin sections, the fixed brain tissue was dehydrated with 70, 80, 95 and 100% alcohol followed by transparent with xylene, embedded in paraffin and cut into 5 μm thickness with a microtome (Leica, Germany). For immunostaining analysis of apoptotic GAD67-positive cells, the In Situ Cell Death Detection Kit, Fluorescein (Roche, #11684795910) was used along with a polyclonal rabbit antibody to GAD67 (Abcam, #ab97739, 1:100) and anti-rabbit IgG Alexa Fluor™ 555 conjugated antibody (Invitrogen, # A31572, 1:400). The sections were mounted with VECTASHIELD containing DAPI (Vector Laboratories, #H1200). These samples were observed under an FV-1000D microscope (Olympus), and the numbers of TUNEL/GAD67 double-positive cells were counted. All animal experiments in this study were performed in strict accordance with the institutionally approved protocol according to the USPHS Guide for the Care and Use of Laboratory Animals and with the approval of the Institutional Animal Care and Use Committee of the South China University of Technology.

### Locomotor activity

After one month of intragastric gavage, the locomotor activity of mice was evaluated in an open field according to a previously reported method^98^. Briefly, each mouse was placed in a plastic chamber divided into a central arena and a peripheral arena with dimensions of 50 cm × 50 cm × 50 cm, length × width × height and allowed to freely explore during a 5-min session. All tests were performed in a sound-attenuated room and mouse movements were tracked with a video-tacking camera positioned above the arena using behavioural analysis software (Tracking Master V4.10 Software, Zhongshi Co., Ltd).

### Statistics and reproducibility

The data are presented as the means ± standard deviations (SDs), with sample sizes (n) provided in the text or figure legend for each experiment. Each experiment was independently repeated at least three times. All statistical analyses were performed using GraphPad Prism version 8. Two-tailed unpaired Student’s *t*-tests were employed for comparisons between two groups, unless otherwise specified. The densities of the western blot bands were analyzed by ImageJ software.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Reporting Summary

### Source data

Source data

## Data Availability

All relevant data supporting this study are available within the paper and its supplementary information. The raw scRNA-Seq data had been deposited to the GEO database by the accession number GSE212888. Ensembl release 104 [https://ftp.ensembl.org/pub/release-104/gtf/danio_rerio/] was used to define genes for zebrafish. Source data are provided with this paper.

# Supplementary material for: Sulindac selectively induces autophagic apoptosis of GABAergic neurons and alters motor behaviour in zebrafish
**Source:** Nat Commun. 2023 Sep 2;14:5351. doi: 10.1038/s41467-023-41114-y
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information

# Sulindac selectively induces autophagic apoptosis of GABAergic neurons and alters motor behavior in zebrafish

Wenwei Sun<sup>1,7</sup>, Meimei Wang<sup>1,7</sup>, Jun Zhao<sup>1</sup>, Shuang Zhao<sup>1</sup>, Wenchao Zhu<sup>2</sup>, Xiaoting Wu<sup>3</sup>, Feifei Li<sup>1</sup>, Wei Liu<sup>1</sup>, Zhuo Wang<sup>1</sup>, Meng Gao<sup>2</sup>, Yiyue Zhang<sup>1</sup>, Jin Xu<sup>1</sup>, Meijia Zhang<sup>1</sup>, Qiang Wang<sup>1</sup>, Zilong Wen<sup>4,5</sup>, Juan Shen<sup>3\*</sup>, Wenqing Zhang<sup>1,6\*</sup>, Zhibin Huang<sup>1\*</sup>

<sup>7</sup>These authors contributed equally: Wenwei Sun, Meimei Wang.

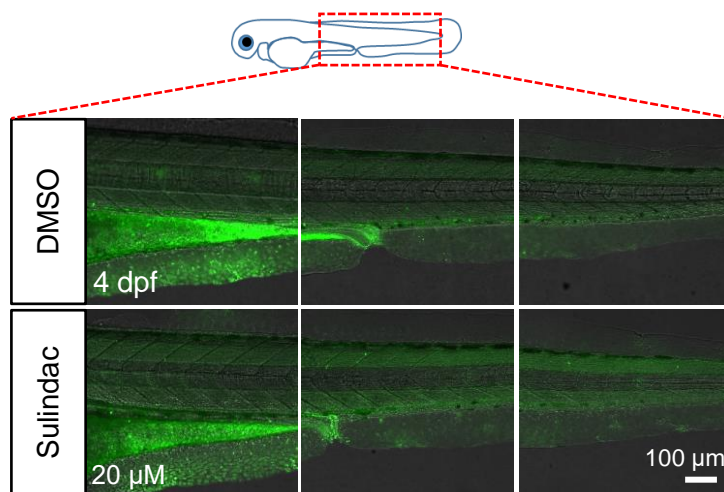

**Supplementary Fig. 1 (related to Fig. 1) Sulindac did not cause apoptosis in the trunk region of zebrafish after treatment with DMSO or sulindac.** AO staining revealed an indifference of apoptosis in the trunk region of zebrafish after treatment with DMSO or sulindac. The experiment was repeated twice with similar results, and five zebrafish were observed in each group.

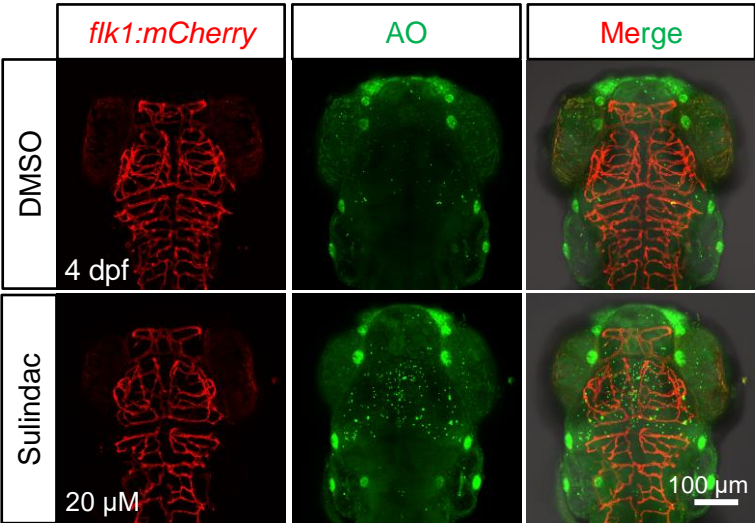

**Supplementary Fig. 2 (related to Fig. 1) The apoptosis cells were not cerebrovascular cells after treatment with DMSO or sulindac in zebrafish larvae.** AO staining revealed that the apoptosis cells (green signals) did not colocalize with cerebrovascular cells (red signals) in the midbrains of *Tg(flkl1:mCherry)* embryos after treatment with DMSO or sulindac. The experiment was repeated once with similar results, and five zebrafish were observed in each group.

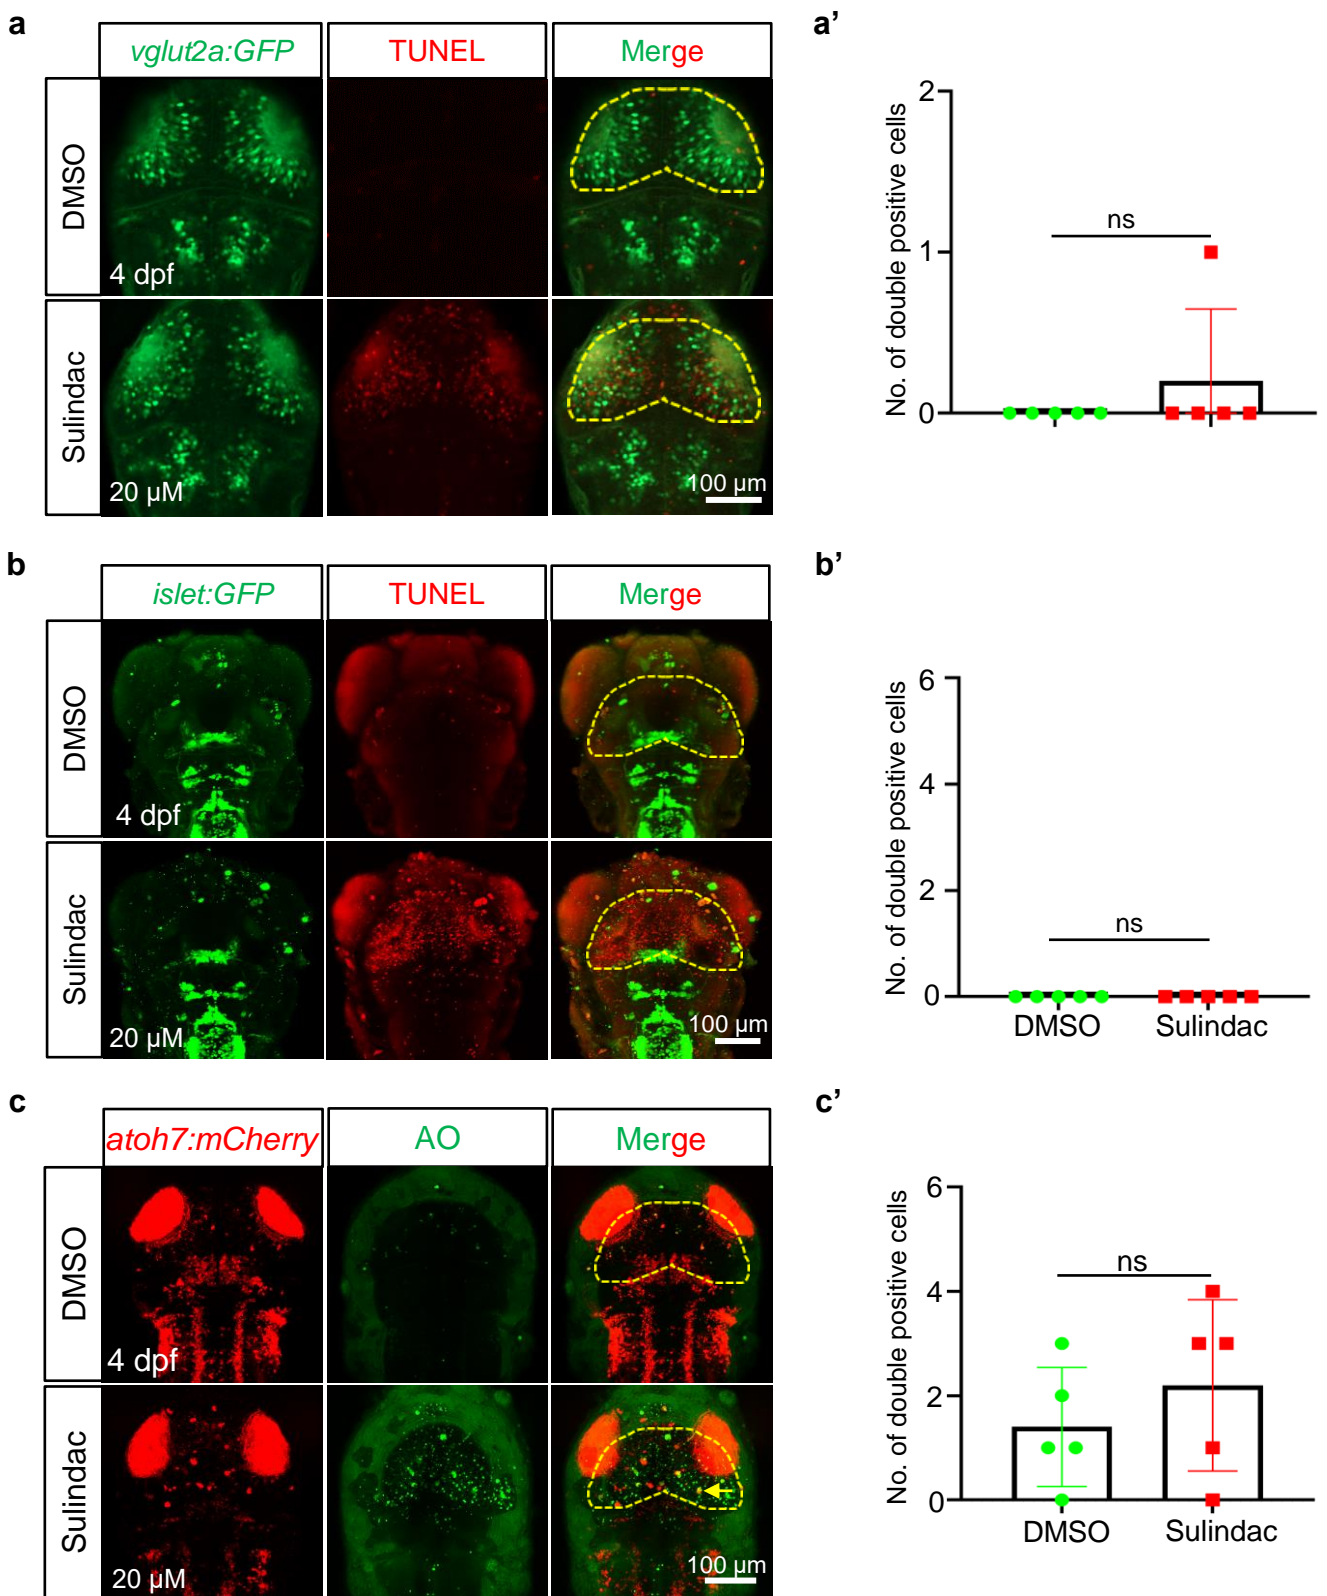

**Supplementary Fig. 3 (related to Fig. 2) Sulindac-induced apoptotic neurons were not glutamatergic neurons, retinal ganglion cells or cranial motor neurons.** (a) TUNEL staining showed that the apoptosis neurons did not colocalize with *vglut2a:GFP*<sup>+</sup> glutamatergic neurons in the midbrain after treatment with DMSO or sulindac. (a') Quantification of the double-positive cells indicated by dashed lines in the midbrains of embryos. (b) TUNEL staining showed that the apoptosis neurons did not colocalize with *islet:GFP*<sup>+</sup> cranial motor neurons in the midbrain after treatment with DMSO or sulindac. (b') Quantification of the double-positive cells indicated by dashed lines in the midbrain of embryos. (c) AO staining revealed that the apoptosis neurons did not colocalize with *atoh7:mCherry*<sup>+</sup> *atoh7*<sup>+</sup> neurons in the midbrain of embryos after treatment with DMSO or sulindac. (c') Quantification of the double-positive cells indicated by dashed lines in the midbrains of embryos. All the data are presented as the means  $\pm$  SDs ( $n = 5$  larvae for per group). Each dot in (a'), (b') and (c') denotes one larva. NS, no significance. Statistics calculated by unpaired two-tailed Student's *t*-test.

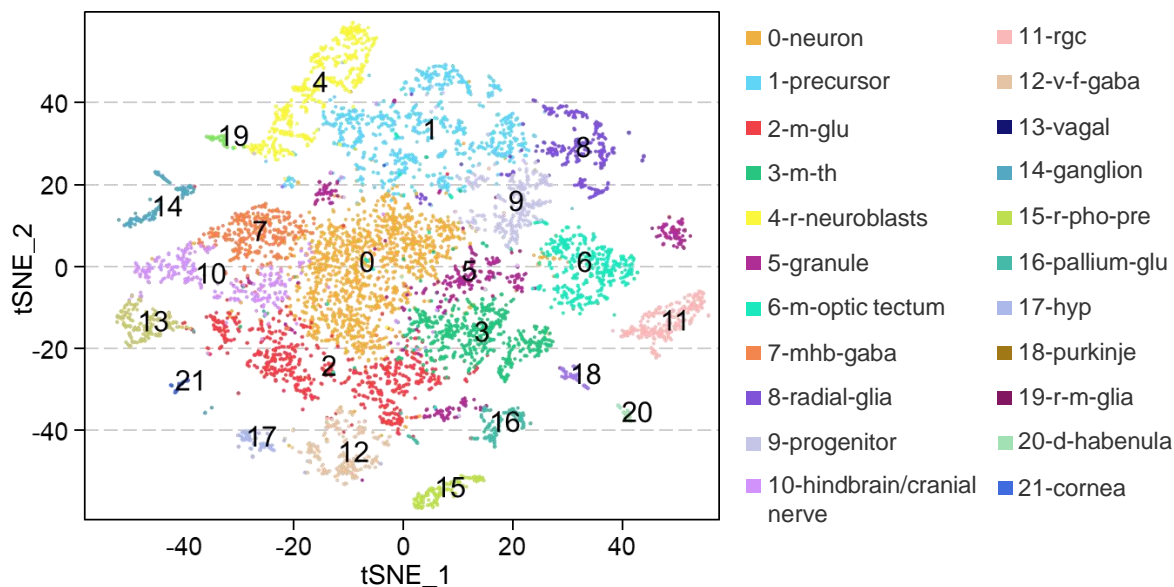

**Supplementary Fig. 4 (related to Fig. 3)** The t-SNE plot of the pooled cells was aggregated into 22 clusters, marked by numbers with different colors, and cluster annotations were shown in table S2.

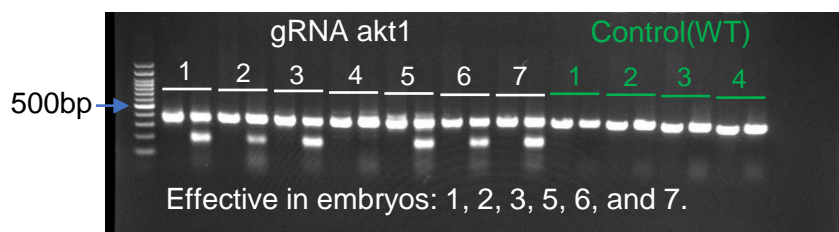

**Supplementary Fig. 5 (related to Fig. 3d and e)** Identification of efficient CRISPR target sequences for *akt1*. Mix and inject the gRNA *akt1* with Cas9 protein into one-cell stage WT strain embryos. Extract DNA from injected embryos at 24 hpf by lysis buffer and test the efficiency of *akt1* target sequences by T7E1 enzyme digestion.

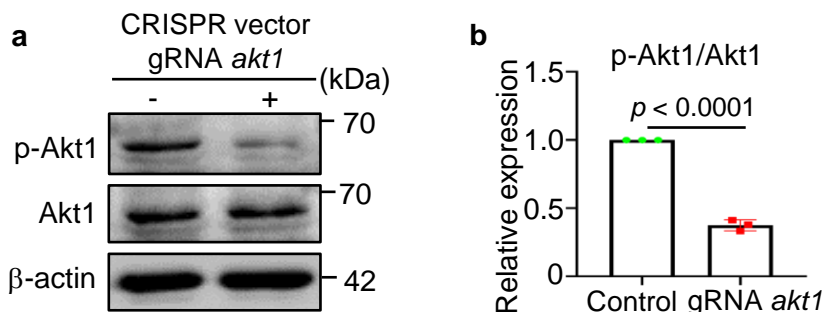

**Supplementary Fig. 6 (related to Fig. 3d and e)** Detection of knockout efficiency of CRISPR vector. (a) After injection of the tissue-specific CRISPR vector, Western blot analysis showed that the protein level of p-Akt1 in the brain tissue was significantly decreased at 4 dpf. (b) The data are presented as the means  $\pm$  SDs ( $n = 3$  independent biological replicates). Statistics calculated by unpaired two-tailed Student's *t* test. Source data are provided as a Source Data file.  $\beta$ -actin was used as an internal control.

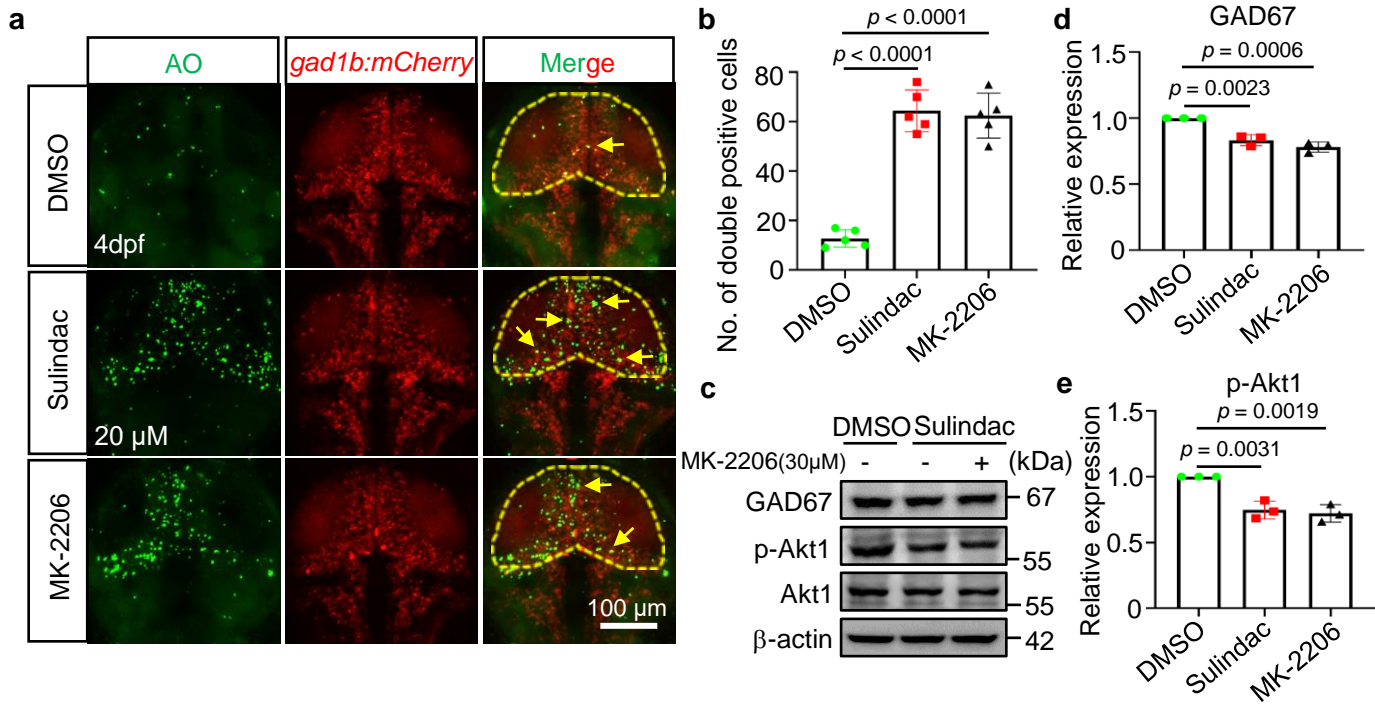

**Supplementary Fig. 7 (related to Fig. 3) Akt1 inhibitor could induce the apoptosis of GABAergic neurons.** (a) The number of apoptotic GABAergic neurons was increased obviously after Akt1 inhibitor mk-2206 treatment. (b) Quantification of the double-positive cells indicated by dashed lines in the midbrains of embryos. Each column represents the mean  $\pm$  SDs ( $n = 5$  larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student's  $t$  test. Source data are provided as a Source Data file. (c) Western blot analysis showed the protein level of GAD67 and p-Akt1 were significantly decreased after sulindac or MK-2206 (30  $\mu$ M) treatment. (d and e) The data are presented as the means  $\pm$  SDs ( $n = 3$  independent biological replicates). Statistics calculated by unpaired two-tailed Student's  $t$  test. Source data are provided as a Source Data file.  $\beta$ -actin was used as an internal control.

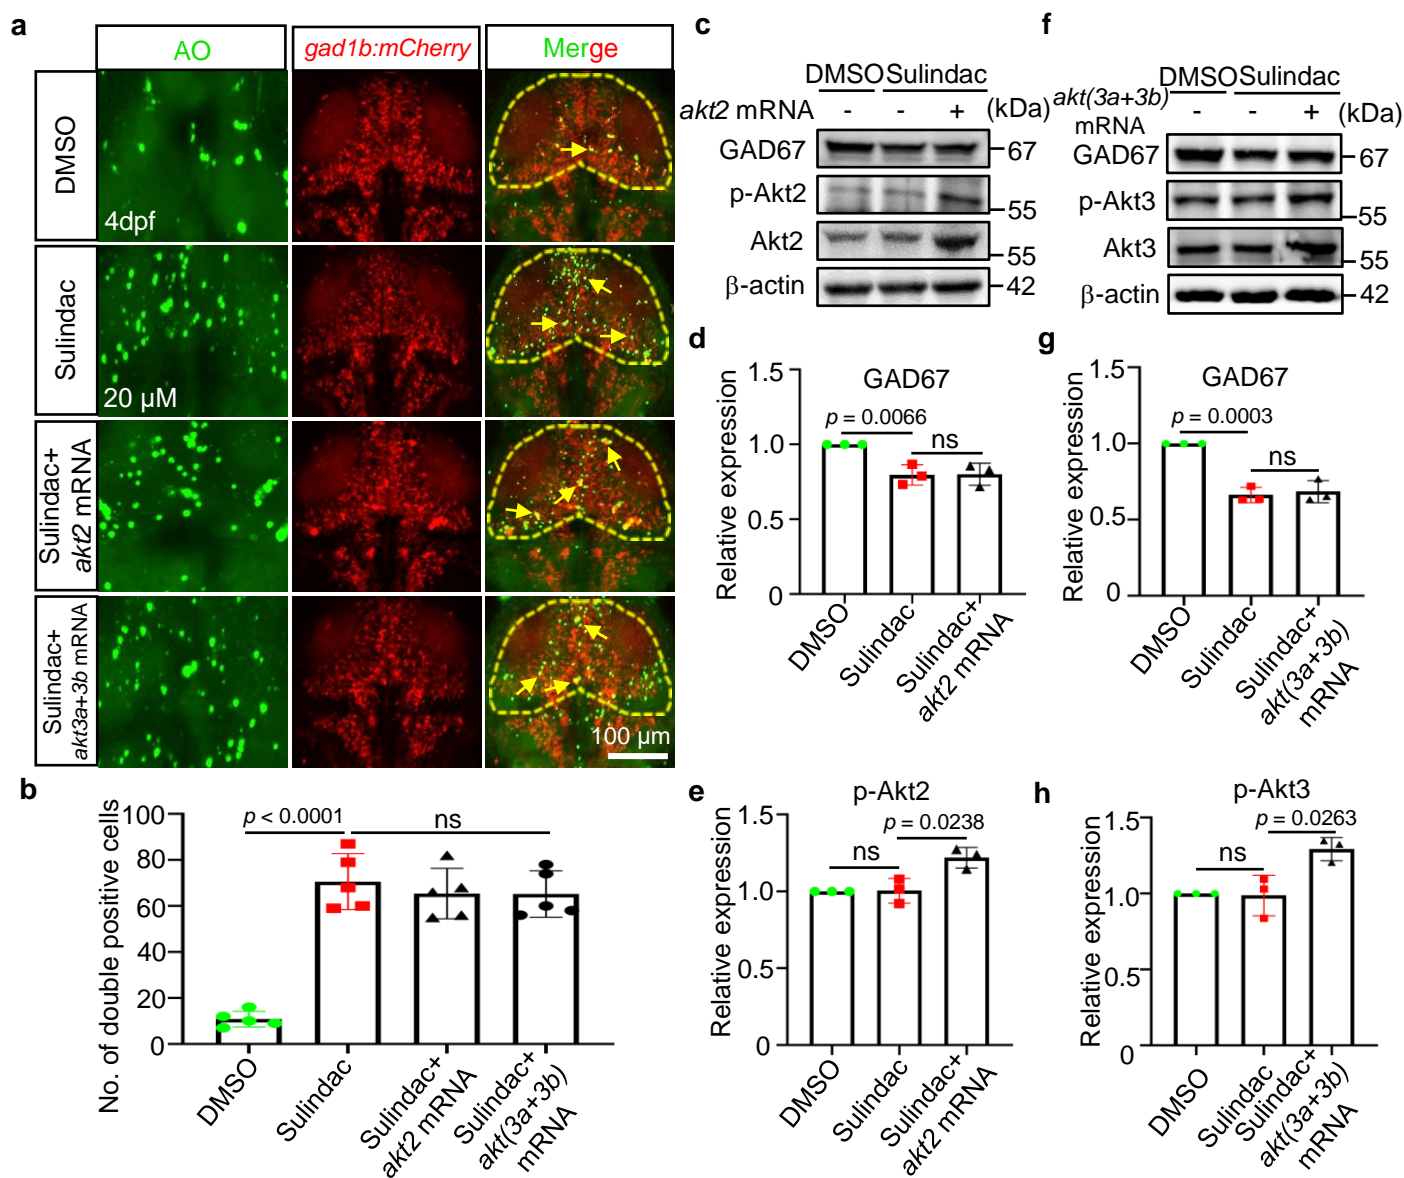

**Supplementary Fig. 8 (related to Fig. 3) Overexpression of *akt2* mRNA or *akt3* mRNA failed to rescue sulindac-induced apoptotic GABAergic neurons.** (a) The number of apoptotic GABAergic neurons was not rescued by *akt2* mRNA or *akt(3a+3b)* mRNA. (b) Quantification of the double-positive cells indicated by dashed lines in the midbrains of embryos. Each column represents the mean  $\pm$  SDs ( $n = 5$  larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student's *t* test. Source data are provided as a Source Data file. (c and f) Western blot assays confirmed that overexpression of *akt2* mRNA or *akt(3a+3b)* mRNA could not reverse the decrease of GAD67 protein induced by sulindac. (d, e, g and h) The data are presented as the means  $\pm$  SDs ( $n = 3$  independent biological replicates). Statistics calculated by unpaired two-tailed Student's *t* test. Source data are provided as a Source Data file.  $\beta$ -actin was used as an internal control.

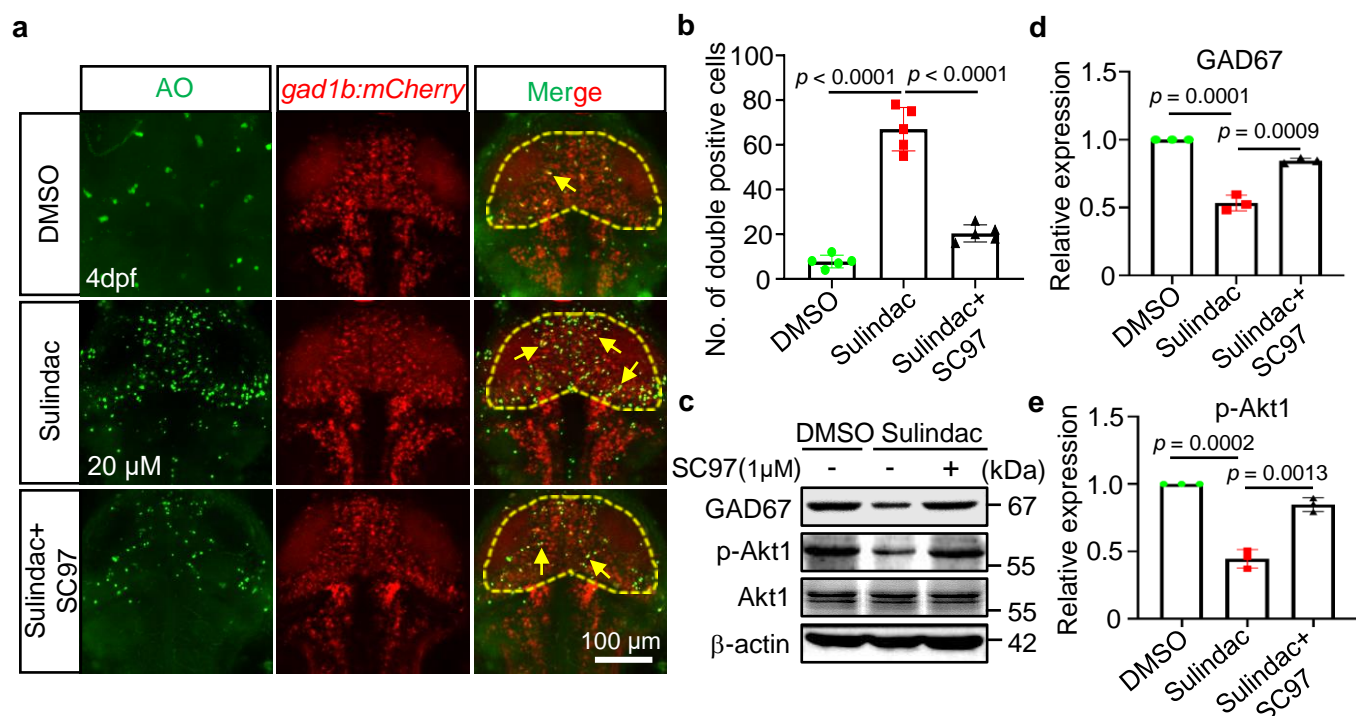

**Supplementary Fig. 9 (related to Fig. 3) Sulindac-induced GABAergic neuronal apoptosis could be restored by SC97.** (a) The number of apoptotic GABAergic neurons was rescued by Akt1 agonist SC97 (1 $\mu$ M). (b) Quantification of the double-positive cells indicated by dashed lines in the midbrains of embryos. Each column represents the mean  $\pm$  SDs ( $n = 5$  larvae for per group, each dot denotes one larva). Statistics calculated by unpaired two-tailed Student's  $t$  test. Source data are provided as a Source Data file. (c) Western blot analysis showed that the decrease of GAD67 and p-Akt1 protein induced by sulindac was significantly rescued by SC97 at 4 dpf. (d and e) The data are presented as the means  $\pm$  SDs ( $n = 3$  independent biological replicates). Statistics calculated by unpaired two-tailed Student's  $t$  test. Source data are provided as a Source Data file.  $\beta$ -actin was used as an internal control.

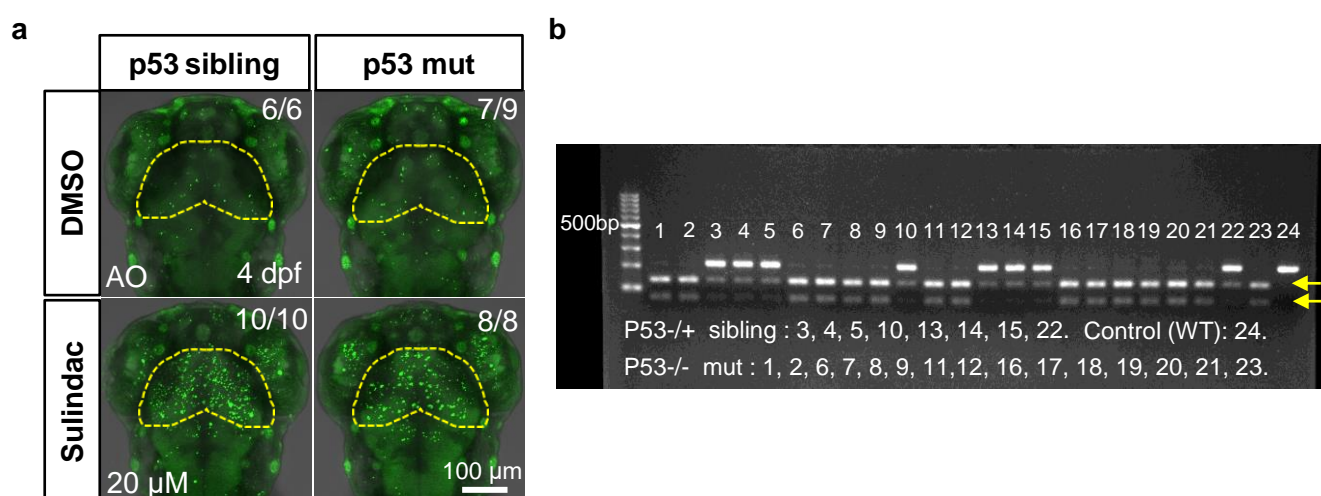

**Supplementary Fig. 10 (related to Fig. 4) Sulindac induced apoptosis of zebrafish neurons by a p53-independent pathway.** (a) AO staining revealed that knockout p53 did not rescue the neuronal apoptosis in the midbrain of zebrafish embryos after treatment with sulindac. The midbrain is indicated by dashed lines. (b) The p53 mutant embryos were identified by PCR amplification of the mutation site and digested with MbolI enzyme into two short fragments (yellow arrow).

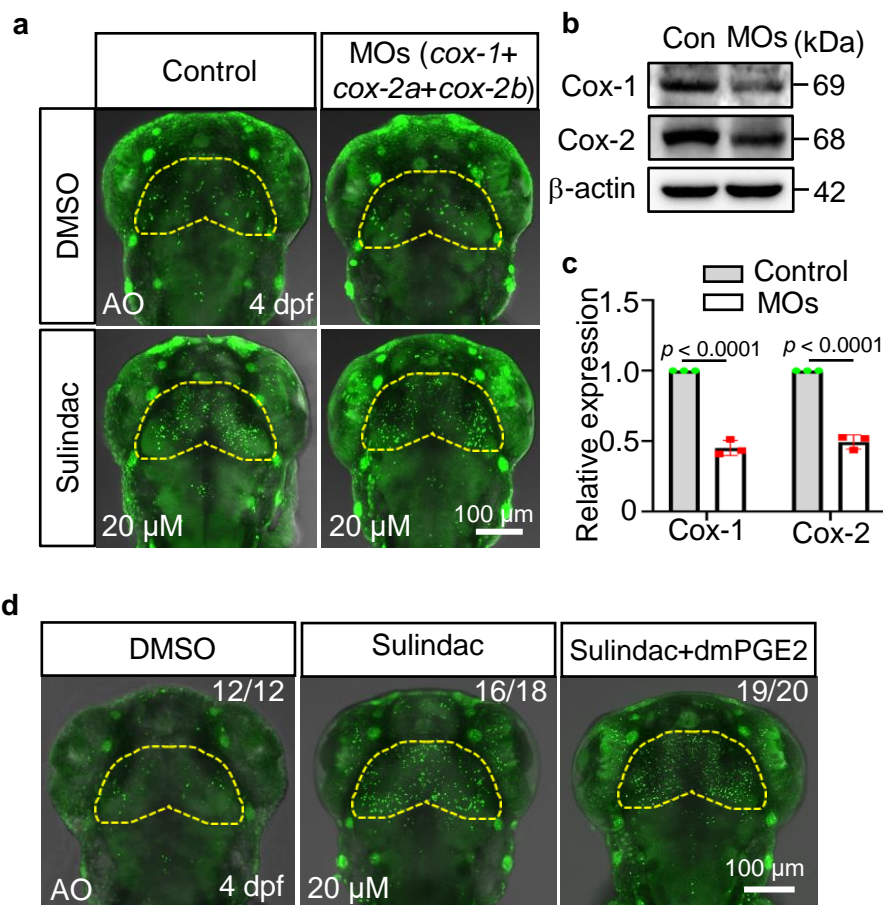

**Supplementary Fig. 11 (related to Fig. 4) Sulindac induced apoptosis of zebrafish neurons by a COXs-independent pathway.** (a) AO staining demonstrated that knockdown of *ptgs1* (*cox-1*), *ptgs2a* (*cox-2a*), and *ptgs2b* (*cox-2b*) by morpholino did not rescue the apoptotic neurons induced by sulindac in the midbrain of zebrafish embryos. (b) Western blot analysis showed that the protein levels of Cox-1 and Cox-2 were significantly decreased after morpholinos (MOs) microinjection. (c) The data presented as the means  $\pm$  SDs ( $n = 3$  independent biological replicates). Statistics calculated by unpaired two-tailed Student's *t* test. Source data are provided as a Source Data file.  $\beta$ -actin was used as an internal control. (d) AO staining demonstrated that prostaglandin E2 (10  $\mu$ M) did not rescue the apoptotic neurons induced by sulindac in the midbrain of zebrafish embryos. The midbrain is indicated by dashed lines.

| Target Key        | Target Name | Description                             | P-Value         |
|-------------------|-------------|-----------------------------------------|-----------------|
| GH1_RABIT         | PTGS1       | Prostaglandin G/H synthase 1            | 8.18E-19        |
| <b>RXRA_HUMAN</b> | <b>RXRA</b> | <b>Retinoic acid receptor RXR-alpha</b> | <b>7.61E-10</b> |
| PGH2_RABIT        | PTGS2       | Prostaglandin G/H synthase 2            | 6.54E-09        |
| GLRA1_HUMAN       | GLRA1       | Glycine receptor subunit alpha-1        | 6.17E-08        |
| PD2R2_HUMAN       | PTGDR2      | Prostaglandin D2 receptor 2             | 3.15E-07        |
| PGH1_SHEEP        | PTGS1       | Prostaglandin G/H synthase 1            | 1.16E-06        |
| ALDR_RAT          | Akr1b1      | Aldo-keto reductase family 1 member B1  | 1.25E-06        |

**Supplementary Fig. 12 (related to Fig. 5) The human RXRa is one of the top-ranked potential targets of sulindac.** Results of predicting potential targets for sulindac using the SEA Search Server database(<https://sea.bkslab.org/>).

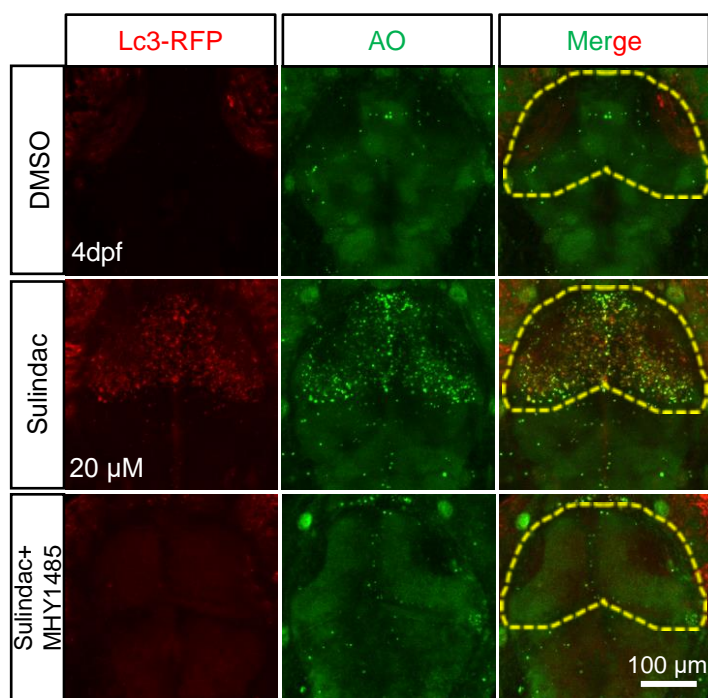

**Supplementary Fig. 13 (related to Fig. 5) MHY1485 could rescue sulindac-induced autophagic cell death in zebrafish larvae.** Autophagy and apoptosis were evaluated by Lc3-RFP and AO signals when treated with MHY1485 (5  $\mu$ M) before sulindac treatment. Results showed that MHY1485 (an agonist of mTOR) attenuated the autophagic cell death induced by sulindac in the zebrafish larvae. The experiment was repeated twice with similar results, and three zebrafish were observed in each group.

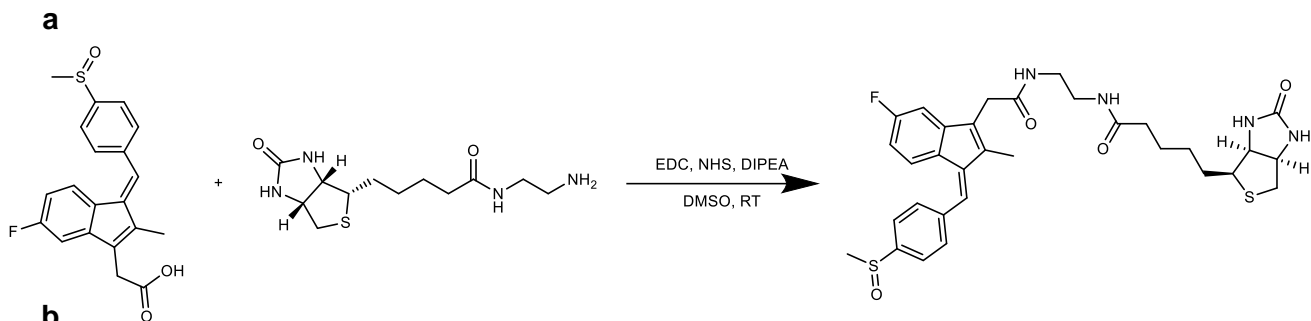

**b**

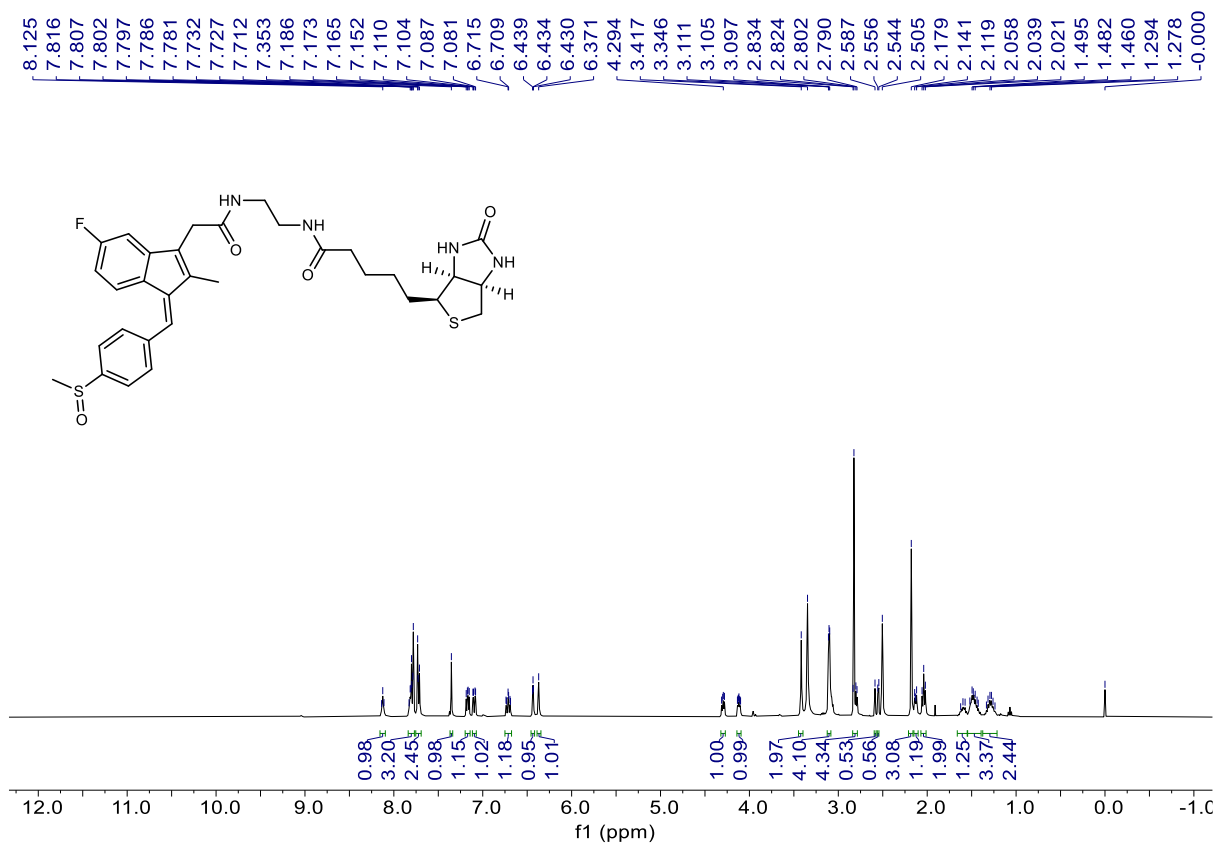

**c**

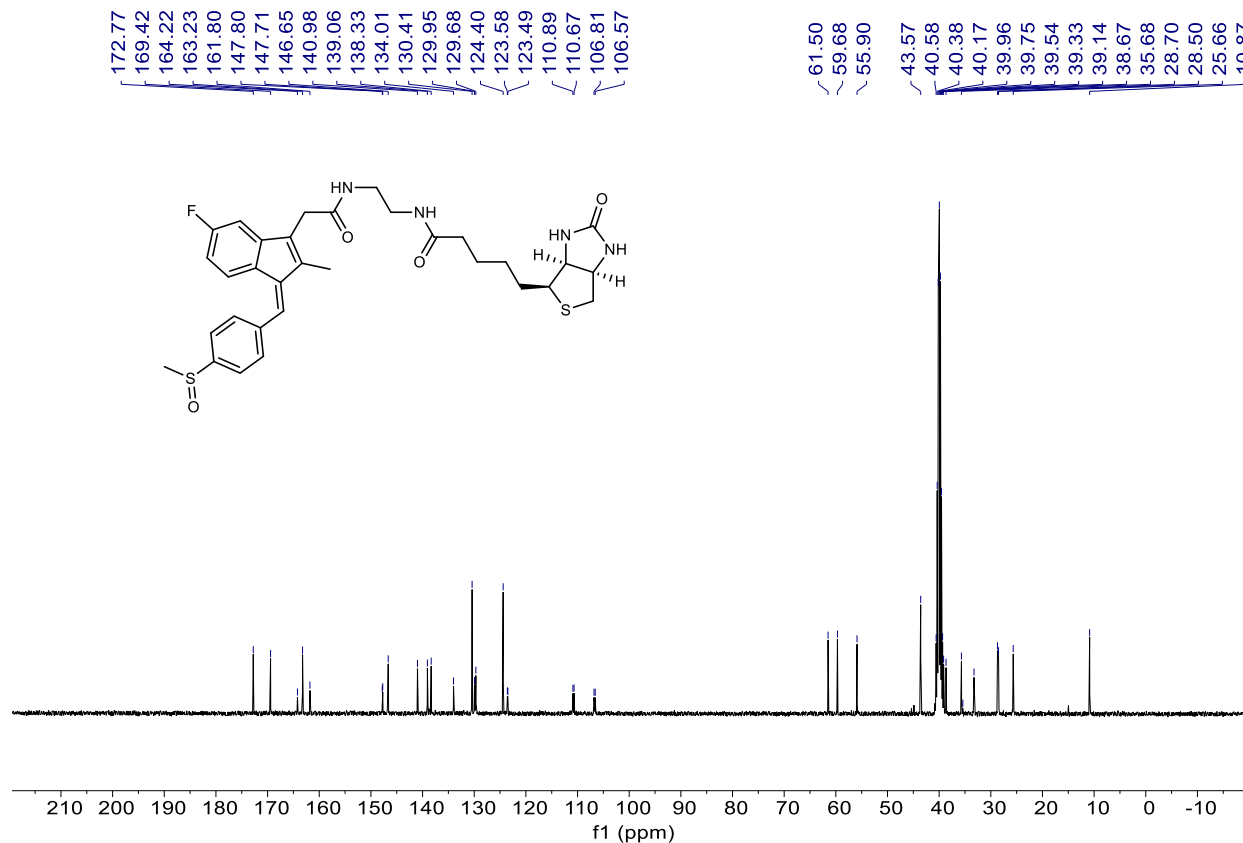

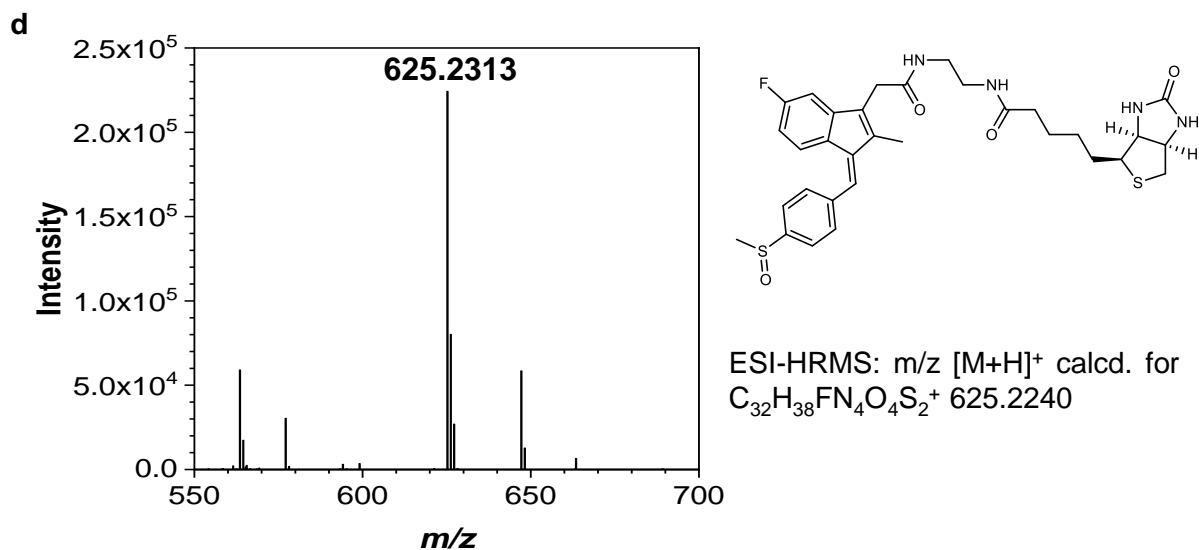

**Supplementary Fig. 14** Synthesize and structure identification of sulindac-Biotin. (a) Synthesize routes of sulindac-Biotin. (b) <sup>1</sup>H NMR of sulindac-Biotin. (c) <sup>13</sup>C NMR of sulindac-Biotin. (d) Mass spectrometry showed the molecular weight of sulindac-Biotin.

**Supplementary Table 1. List of 46 NSAIDs.**

| <b>MOLENAME</b>                | <b>Cas#</b> | <b>Formula</b>                                                                 | <b>Concentration (µM)</b> | <b>Significance</b> |
|--------------------------------|-------------|--------------------------------------------------------------------------------|---------------------------|---------------------|
| Meclofenamate Sodium           | 6385-02-0   | C <sub>14</sub> H <sub>10</sub> Cl <sub>2</sub> NNaO <sub>2</sub>              | 50                        | NO                  |
| Fenspiride Hydrochloride       | 5053/8/7    | C <sub>15</sub> H <sub>21</sub> ClN <sub>2</sub> O <sub>2</sub>                | 10                        | NO                  |
| Naproxen (+)                   | 22204-53-1  | C <sub>14</sub> H <sub>14</sub> O <sub>3</sub>                                 | 20                        | NO                  |
| Oxyphenbutazone                | 129-20-4    | C <sub>19</sub> H <sub>20</sub> N <sub>2</sub> O <sub>3</sub>                  | 10                        | NO                  |
| Phenylbutazone                 | 50-33-9     | C <sub>19</sub> H <sub>20</sub> N <sub>2</sub> O <sub>2</sub>                  | 5                         | NO                  |
| Fenoprofen6                    | 31879-05-7  | C <sub>15</sub> H <sub>14</sub> O <sub>3</sub>                                 | 20                        | NO                  |
| Flufenamic Acid                | 530-78-9    | C <sub>14</sub> H <sub>10</sub> F <sub>3</sub> NO <sub>2</sub>                 | 20                        | NO                  |
| Mefenamic Acid                 | 61-68-7     | C <sub>15</sub> H <sub>15</sub> NO <sub>2</sub>                                | 1                         | NO                  |
| Ketoprofen                     | 22071-15-4  | C <sub>16</sub> H <sub>14</sub> O <sub>3</sub>                                 | 10                        | NO                  |
| Flunixin Meglumine             | 42461-84-7  | C <sub>21</sub> H <sub>28</sub> F <sub>3</sub> N <sub>3</sub> O <sub>7</sub>   | 1                         | NO                  |
| Carprofen                      | 53716-49-7  | C <sub>15</sub> H <sub>12</sub> ClNO <sub>2</sub>                              | 20                        | NO                  |
| Dexamethasone Sodium Phosphate | 2392-39-4   | C <sub>22</sub> H <sub>28</sub> FNa <sub>2</sub> O <sub>8</sub> P              | 50                        | NO                  |
| Felbinac                       | 5728-52-9   | C <sub>14</sub> H <sub>12</sub> O <sub>2</sub>                                 | 50                        | NO                  |
| Diclofenac Sodium              | 15307-79-6  | C <sub>14</sub> H <sub>10</sub> Cl <sub>2</sub> NNaO <sub>2</sub>              | 20                        | NO                  |
| Diflunisal                     | 22494-42-4  | C <sub>13</sub> H <sub>8</sub> F <sub>2</sub> O <sub>3</sub>                   | 20                        | NO                  |
| Flurbiprofen                   | 5104-49-4   | C <sub>15</sub> H <sub>13</sub> FO <sub>2</sub>                                | 10                        | NO                  |
| Ibuprofen                      | 15687-27-1  | C <sub>13</sub> H <sub>18</sub> O <sub>2</sub>                                 | 50                        | NO                  |
| Indomethacin                   | 53-86-1     | C <sub>19</sub> H <sub>16</sub> ClNO <sub>4</sub>                              | 5                         | NO                  |
| Indoprofen                     | 31842-01-0  | C <sub>17</sub> H <sub>15</sub> NO <sub>3</sub>                                | 5                         | NO                  |
| Lumiracoxib                    | 220991-20-8 | C <sub>15</sub> H <sub>13</sub> ClFNO <sub>2</sub>                             | 5                         | NO                  |
| Piroxicam                      | 36322-90-4  | C <sub>15</sub> H <sub>13</sub> N <sub>3</sub> O <sub>4</sub> S                | 50                        | NO                  |
| Sulindac                       | 38194-50-2  | C <sub>20</sub> H <sub>17</sub> FO <sub>3</sub> S                              | 20                        | YES                 |
| Fenbufen                       | 36330-85-5  | C <sub>16</sub> H <sub>14</sub> O <sub>3</sub>                                 | 5                         | NO                  |
| Firocoxib                      | 189954-96-9 | C <sub>17</sub> H <sub>20</sub> O <sub>5</sub> S                               | 10                        | NO                  |
| Tenoxicam                      | 59804-37-4  | C <sub>13</sub> H <sub>11</sub> N <sub>3</sub> O <sub>4</sub> S <sub>2</sub>   | 1                         | NO                  |
| Isoxicam                       | 34552-84-6  | C <sub>14</sub> H <sub>13</sub> N <sub>3</sub> O <sub>5</sub> S                | 1                         | NO                  |
| Celecoxib                      | 169590-42-5 | C <sub>17</sub> H <sub>14</sub> F <sub>3</sub> N <sub>3</sub> O <sub>2</sub> S | 10                        | NO                  |
| Nabumetone                     | 42924-53-8  | C <sub>15</sub> H <sub>16</sub> O <sub>2</sub>                                 | 10                        | NO                  |
| Ketorolac Tromethamine         | 74103-07-4  | C <sub>19</sub> H <sub>24</sub> N <sub>2</sub> O <sub>6</sub>                  | 5                         | NO                  |
| Rofecoxib                      | 162011-90-7 | C <sub>17</sub> H <sub>14</sub> O <sub>4</sub> S                               | 20                        | NO                  |
| Meloxicam                      | 71125-38-7  | C <sub>14</sub> H <sub>13</sub> N <sub>3</sub> O <sub>4</sub> S <sub>2</sub>   | 20                        | NO                  |
| Deracoxib                      | 169590-41-4 | C <sub>17</sub> H <sub>14</sub> F <sub>3</sub> N <sub>3</sub> O <sub>3</sub> S | 10                        | NO                  |
| Oxaprozin                      | 21256-18-8  | C <sub>18</sub> H <sub>15</sub> NO <sub>3</sub>                                | 5                         | NO                  |
| Dexibuprofen                   | 51146-56-6  | C <sub>13</sub> H <sub>18</sub> O <sub>2</sub>                                 | 50                        | NO                  |
| Tolmetin                       | 64490-92-2  | C <sub>15</sub> H <sub>18</sub> NNaO <sub>5</sub>                              | 20                        | NO                  |
| Benzydamine Hydrochloride      | 132-69-4    | C <sub>19</sub> H <sub>23</sub> N <sub>3</sub> O.HCl                           | 10                        | NO                  |
| Lornoxicam                     | 70374-39-9  | C <sub>13</sub> H <sub>10</sub> ClN <sub>3</sub> O <sub>4</sub> S <sub>2</sub> | 5                         | NO                  |
| Zomepirac Sodium               | 64092-49-5  | C <sub>15</sub> H <sub>17</sub> ClNNaO <sub>5</sub>                            | 20                        | NO                  |
| Aspirin                        | 50-78-2     | C <sub>9</sub> H <sub>8</sub> O <sub>4</sub>                                   | 50                        | NO                  |
| Acetaminophen                  | 103-90-2    | C <sub>8</sub> H <sub>9</sub> NO <sub>2</sub>                                  | 50                        | NO                  |
| Zaltoprofen                    | 74711-43-6  | C <sub>17</sub> H <sub>14</sub> O <sub>3</sub> S                               | 5                         | NO                  |
| Parecoxib                      | 198470-84-7 | C <sub>19</sub> H <sub>18</sub> N <sub>2</sub> O <sub>4</sub> S                | 10                        | NO                  |
| SC-560                         | 188817-13-2 | C <sub>17</sub> H <sub>12</sub> ClF <sub>3</sub> N <sub>2</sub> O              | 5                         | NO                  |
| NS-398                         | 123653-11-2 | C <sub>13</sub> H <sub>18</sub> N <sub>2</sub> O <sub>5</sub> S                | 5                         | NO                  |
| Etoricoxib                     | 202409-33-4 | C <sub>18</sub> H <sub>15</sub> ClN <sub>2</sub> O <sub>2</sub> S              | 10                        | NO                  |
| Nimesulide                     | 51803-78-2  | C <sub>13</sub> H <sub>12</sub> N <sub>2</sub> O <sub>5</sub> S                | 5                         | NO                  |

**Supplementary Table 2. List of the annotation of 22 clusters of whole-brain sample.**

| <b>Culster</b> | <b>Cell type</b>                                | <b>Abbreviation</b>     |
|----------------|-------------------------------------------------|-------------------------|
| 0              | neurons                                         | neuron                  |
| 1              | precursor                                       | precursor               |
| 2              | neurons (glutamatergic, midbrain, optic tectum) | m-glu                   |
| 3              | Midbrain/Thalamus                               | m-th                    |
| 4              | retina neuroblasts (amacrine/horizontal)        | r-neuroblasts           |
| 5              | granule cells                                   | granule                 |
| 6              | midbrain (optic tectum)                         | m-optic tectum          |
| 7              | mid-hind boundary (gabaergic)                   | mhb-gaba                |
| 8              | radial glia                                     | radial-glia             |
| 9              | progenitor                                      | progenitor              |
| 10             | hindbrain/cranial nerve                         | hindbrain/cranial nerve |
| 11             | retina (RGC)                                    | rgc                     |
| 12             | ventral forebrain (gabaergic)                   | v-f-gaba                |
| 13             | vagal                                           | vagal                   |
| 14             | ganglion                                        | ganglion                |
| 15             | retina (photoreceptor precursor cells)          | r-pho-pre               |
| 16             | telencephalon (pallium), glutamatergic          | pallium-glu             |
| 17             | hypothalamus                                    | hyp                     |
| 18             | purkinje neurons                                | purkinje                |
| 19             | retina (muller glia)                            | r-m-glia                |
| 20             | dorsal habenula                                 | d-habenula              |
| 21             | cornea                                          | cornea                  |

**Supplementary Table 3. List of the maker genes for each cluster definition.**

| cluster | cell type                                            | cell numbers | marker                                                                                                        |
|---------|------------------------------------------------------|--------------|---------------------------------------------------------------------------------------------------------------|
| 0       | neurons                                              | 1614         | gpm6ab, rtn1a, tubb5, elavl4, lh9, fez1, elavl3                                                               |
| 1       | precursor                                            | 1033         | tuba8l, her15.1, her15.2, her4.2, her2, mki67, pcna, dla, ccnd1, stmn1a, nusap1, tpx2                         |
| 2       | neurons<br>(gabaergic,<br>midbrain, optic<br>tectum) | 828          | gad2, slc6a1b, slc32a1, snap25a, elavl4, gad1b, atp6v0cb, stmn2a, atpv0e2, lh5, tal1, lh1a, fgf12a            |
| 3       | Midbrain/Thalamus                                    | 671          | pou4f2, barhl1a, barhl2, zgc:158291, pou3f1, sox6, pou4f1, lef1, lh9, lh2b, tcf7l2,                           |
| 4       | retina neuroblasts<br>(amacrine/horizont<br>al)      | 554          | hes2.2, atoh7, olig2, foxn4, gadd45gb.1, neurod4, cldn5b, ascl1a, neurog1, hes6                               |
| 5       | granule cells                                        | 503          | zic2a, neurod1, zic5, cspg5b, nebl, zic1, zbtb18, fat2, zic4, gsg1l, draxin, olfm2b                           |
| 6       | midbrain (optic<br>tectum)                           | 496          | tal1, zfpm2b, gata3, sox14, lh1a, gata2a, emx2, scrt1a, uncx, pax7a, lh5, slc6a1b, tcf7l2, tfap2e, lh1a, gad2 |
| 7       | mid-hind boundary<br>(gabaergic)                     | 402          | pax2a, gbx1, khl14, pax8, hoxd3a, snap25a, mab21l2, hoxb3a, elavl4                                            |
| 8       | radial glia                                          | 375          | fabp7a, glula, slc1a2b, her4.1, atp1a1b, atp1b4, cx43, slc1a3b, mfge8a, her4.2, s1pr1                         |
| 9       | progenitor                                           | 359          | her4.2, her15.1, her15.2, her4.1, her2, dla, her12, hmgb2b, sox19a, sox3, ascl1a, dlb, hmgb2a                 |
| 10      | hindbrain/cranial<br>nerve                           | 353          | urp1, hoxb5b, hoxb5a, elavl4, slc6a5, hoxc5a, hoxb6b, hoxc1a, meis3, tmie, hoxb6a                             |
| 11      | retina (RGC)                                         | 297          | rbpms2b, isl2b, rbpms2a, pou4f2, tkta, pou4f1, irx4a, satb2, oaz2b, pou6f2, pax6a, sncga, grin1a              |
| 12      | ventral forebrain<br>(gabaergic)                     | 295          | dlx5a, dlx2a, gad2, dlx6a, lh6, vax1, gad1b, dlx1a, isl2, slc32a1, slc6a1b, necab1                            |
| 13      | vagal                                                | 198          | prph, phox2a, phox2bb, tac1, slc18a3a, neflb, isl2a, slc5a7a, nefmb                                           |
| 14      | ganglion                                             | 169          | serpinf1, twist1a, slc16a9a, six1a, slc12a7b, eya2                                                            |
| 15      | retina<br>(photoreceptor<br>precursor cells)         | 161          | rs1a, crx, gngt2a, tulp1a, elovl4b, six7, tmem244, otx5, arl13a, opn6a                                        |
| 16      | telencephalon<br>(pallium)<br>glutamatergic          | 154          | eomesa, tbr1b, emx3, neurod6a, palmdb, neurod6b, tac3b, slc17a6a, olfm1a, draxin, r3hdm1, bhlhe22, bhlhe23    |
| 17      | hypothalamus                                         | 91           | trh, fezf1, scg2b, plk2b, rasd1, rgs5b, bhlhe41, cpne2                                                        |
| 18      | purkinje neurons                                     | 57           | aldoca, pvalb7, pcp4l1, dazap1, ca8, casq2, itpr1b, dgkh, grm1a, plxdc1                                       |
| 19      | retina (muller glia)                                 | 50           | ca14, hyal6, vil1, anks4b, gpr37a, ush1c, rlb1a, glula, fabp7a, glulb, acd7, rhbg                             |
| 20      | dorsal habenula                                      | 42           | gng8, kctd12.1, cni3, NWD2, synpr, syt6b, g0s2, bean1, pou4f1 syt9b, zic2a, zic3, zic1, ngb                   |
| 21      | cornea                                               | 42           | scinla, gyg1b, qdpra, pcbd1, tubb6, pitx2                                                                     |

**Supplementary Table 4. List of primary antibodies information for western blot.**

| <b>Antibodies</b>                       | <b>Suppliers</b>          | <b>Catalog Number</b> | <b>Concentration</b> | <b>Experiments</b> |
|-----------------------------------------|---------------------------|-----------------------|----------------------|--------------------|
| Rabbit polyclonal anti-Lc3b             | Novus                     | NB100-2220            | 1:1000               | Western blot       |
| Rabbit monoclonal anti-p-Akt (Ser473)   | Cell Signaling Technology | 4060S                 | 1:1000               | Western blot       |
| Rabbit monoclonal anti-Akt              | Cell Signaling Technology | 4691S                 | 1:1000               | Western blot       |
| Rabbit polyclonal anti-p62              | Novus                     | NBP1-48320            | 1:2000               | Western blot       |
| Rabbit polyclonal anti-Beclin 1         | Proteintech               | 11306-1-AP            | 1:1000               | Western blot       |
| Rabbit polyclonal anti-Caspase-3        | Abcam                     | ab13847               | 1:500                | Western blot       |
| Mouse monoclonal anti-Caspase-9         | Cell Signaling Technology | 9508S                 | 1:500                | Western blot       |
| Rabbit polyclonal anti-Bcl2             | Proteintech               | 12789-I-AP            | 1:1000               | Western blot       |
| Rabbit polyclonal anti-Bax              | Proteintech               | 50599-2-Ig            | 1:1000               | Western blot       |
| Mouse monoclonal anti-Cytochrome c      | Santa Cruz                | sc-13560              | 1:200                | Western blot       |
| Rabbit monoclonal anti-COV1             | Cell Signaling Technology | 4850T                 | 1:1000               | Western blot       |
| Rabbit polyclonal anti-PARP             | Proteintech               | 166520-1-Ig           | 1:1000               | Western blot       |
| Rabbit polyclonal anti-PI3K             | Affinity Biosciences      | AF6242                | 1:1000               | Western blot       |
| Rabbit polyclonal anti-p-mTOR (ser2448) | Cell Signaling Technology | 2971S                 | 1:1000               | Western blot       |
| Rabbit polyclonal anti-mTOR             | Cell Signaling Technology | 2972S                 | 1:1000               | Western blot       |
| Rabbit polyclonal anti-GAD67            | Abcam                     | ab97739               | 1:1000               | Western blot       |
| Rabbit polyclonal anti-Akt1             | Invitrogen                | PA5-29169             | 1:500                | Western blot       |
| Mouse monoclonal anti-p-Akt1 (Ser473)   | Invitrogen                | MA1-20325             | 1:500                | Western blot       |
| Mouse monoclonal anti-Akt2              | Santa Cruz                | sc-81436              | 1:500                | Western blot       |
| Rabbit monoclonal anti-p-Akt2 (Ser474)  | Cell Signaling Technology | 8599S                 | 1:500                | Western blot       |
| Rabbit polyclonal anti-Akt3             | Proteintech               | 21641-1-AP            | 1:500                | Western blot       |
| Rabbit polyclonal anti-p-Akt3 (Ser472)  | Invitrogen                | PA5-12898             | 1:500                | Western blot       |
| Mouse monoclonal anti-RXR $\alpha$      | Santa Cruz                | sc-541091             | 1:200                | Western blot       |
| Rabbit polyclonal anti-Cox-1            | Proteintech               | 13393-1-AP            | 1:500                | Western blot       |
| Rabbit polyclonal anti-Cox-2            | Proteintech               | 12375-1-AP            | 1:500                | Western blot       |
| Mouse monoclonal anti-GAPDH             | Proteintech               | 60004-1-Ig            | 1:2000               | Western blot       |
| Mouse monoclonal anti- $\beta$ -actin   | Proteintech               | 66009-1-Ig            | 1:2000               | Western blot       |

# Supplementary material for: Sulindac selectively induces autophagic apoptosis of GABAergic neurons and alters motor behaviour in zebrafish
**Source:** Nat Commun. 2023 Sep 2;14:5351. doi: 10.1038/s41467-023-41114-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** movement behavior: EthoVision XT 15 (zebrafish); Tracking Master V4.10 (mice)  
Western blot: the MiniChem image system  
FACS: Beckman Coulter, USA  
Confocal imaging: Zeiss 800 confocal microscope

**Data analysis** All the statistical analyses were performed in GraphPad Prism (version 8) and ImageJ software (version 1.53k); Cell Ranger (v5.0) and Seurat (v3.1.1) were used to analyze single cell data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single-cell RNA-sequencing data from the whole brains of zebrafish larvae had been deposited to the GEO database by the accession number GSE212888: Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212888>. Additional primary data are available in the article or the online supplementary Data. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not predetermined based on statistical methods and the exact sample sizes (n) used to calculate statistics are provided in the figure legends. Sample sizes were chosen based on previous publications and experiment types and are indicated in each figure legend. (DOI: 10.1182/blood-2015-12-686147; DOI: 10.1161/CIRCULATIONAHA.121.055468; DOI: 10.1038/s41467-022-35540-7; DOI: 10.1038/nature14325. |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Reported results were consistently replicated across multiple experiments where all replicates generating similar results. The number of experiments is specified in each Figure caption.                                                                                                                                                                                                                                     |
| Randomization   | The allocation of zebrafish or mice samples were random, and all mice were age- and sex-matched.                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding during collection was not needed because conditions were well controlled. Blinding during analysis was not feasible because the results were quantitative and did not require subjective judgment or interpretation. Blinding is not typically used in the field.                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Following antibodies were used: Lc3b (Novus, #NB100-2220, 1:1000), p-AKT (Ser473, CST, #4060, 1:1000), AKT (CST, #4691, 1:1000), p62 (Novus, NBP1-48320, 1:2000), Beclin1 (Proteintech, #11306-1-AP, 1:1000), caspase-3 (Abcam, #ab13847, 1:500), caspase-9 (CST, #9508s, 1:500), Bcl2 (Proteintech, #12789-1-AP, 1:1000), Bax (Proteintech, #50599-2-Ig, 1:1000), cytochrome c (Santa Cruz, #sc-13560, 1:200), COVI (CST, #4850T 1:1000), PARP (Proteintech, #166520-1-Ig, 1:1000), PI3K (Affinity Biosciences, #AF6242, 1:1000), p-mTOR (ser2448, CST, #2971, 1:1000), mTOR (CST, #2972, 1:1000), GAD1/GAD67 (Abcam, #ab97739, 1:1000), Akt1 (Invitrogen, PA5-29169, 1:500), p-Akt1 (Invitrogen, MA1-20325, 1:500), Akt2 (Santa Cruz, sc-81436, 1:500), p-Akt2 (Ser474, CST, #8599S, 1:500), Akt3 (Proteintech, 21641-1-AP, 1:500), p-Akt3 (Ser472, Invitrogen, PA5-12898, 1:500), R $\alpha$  (Santa Cruz, sc-541091, 1:200), Cox-1 (Proteintech, 13393-1-AP, 1:500), Cox-2 (Proteintech, 12375-1-AP, 1:500), mCherry (Abcam, #ab125096, 1:500), Alexa Fluor 488-conjugated anti-rabbit (Invitrogen, #A32731, 1:400), Alexa Fluor 555-conjugated anti-mouse (Invitrogen, #A32727, 1:400), GAPDH (Proteintech, #60004-1-Ig, 1:2000) and actin (Proteintech, #66009-1-Ig, 1:2000).

## Validation

All the primary antibodies used in this study are very common and have been used extensively in studies, and all antibodies have been reported for use in zebrafish. In addition, all antibodies were validated by the supplier. All respective validation data are available on the manufacturer's website and reported articles.

Lc3b: validated in: Díaz-Casado M E, Rusanova I, Aranda P, et al. In vivo determination of mitochondrial respiration in 1-methyl-4-phenyl-1, 2, 3, 6-tetrahydropyridine-treated zebrafish reveals the efficacy of melatonin in restoring mitochondrial normalcy[J]. Zebrafish, 2018, 15(1): 15-26.

p-AKT: validated in: Zhang T, Alonzo I, Stubben C, et al. A zebrafish model of Combined Saposin Deficiency identifies acid sphingomyelinase as a potential therapeutic target[J]. Disease Models & Mechanisms, 2023: dmm. 049995.

AKT: validated in: Zhang T, Alonzo I, Stubben C, et al. A zebrafish model of Combined Saposin Deficiency identifies acid sphingomyelinase as a potential therapeutic target[J]. Disease Models & Mechanisms, 2023: dmm. 049995.

P62: validated in: Kim S H, Cho Y S, Kim Y, et al. Endolysosomal impairment by binding of amyloid beta or MAPT/Tau to V-ATPase and rescue via the HYAL-CD44 axis in Alzheimer disease[J]. Autophagy, 2023: 1-20.

Beclin 1: validated in: Watchon M, Yuan K C, Mackovski N, et al. Calpain inhibition is protective in machado-joseph disease zebrafish due to induction of autophagy[J]. Journal of Neuroscience, 2017, 37(32): 7782-7794.

caspase-3: validated in: Di Paola D, Abbate J M, Iaria C, et al. Environmental Risk Assessment of Dexamethasone Sodium Phosphate and Tocilizumab Mixture in Zebrafish Early Life Stage (Danio rerio)[J]. Toxics, 2022, 10(6): 279.

caspase-9: validated in: Chen K, Li X, Song G, et al. Deficiency in the membrane protein Tmbim3a/Grinaa initiates cold-induced ER stress and cell death by activating an intrinsic apoptotic pathway in zebrafish[J]. Journal of Biological Chemistry, 2019, 294(30): 11445-11457.

Bcl2: validated in: Sun C C, Zhou Z Q, Chen Z L, et al. Identification of potentially related genes and mechanisms involved in skeletal muscle atrophy induced by excessive exercise in zebrafish[J]. Biology, 2021, 10(8): 761.

Bax: validated in: Zhang J, Cui X, Wang L, et al. The mitochondrial thioredoxin is required for liver development in zebrafish[J]. Current Molecular Medicine, 2014, 14(6): 772-782.

cytochrome c: validated in: Zhao X, Ren X, Zhu R, et al. Zinc oxide nanoparticles induce oxidative DNA damage and ROS-triggered mitochondria-mediated apoptosis in zebrafish embryos[J]. Aquatic Toxicology, 2016, 180: 56-70.

COVI: validated in: Yang R M, Tao J, Zhan M, et al. TAMM41 is required for heart valve differentiation via regulation of PINK-PARK2 dependent mitophagy[J]. Cell Death & Differentiation, 2019, 26(11): 2430-2446.

PARP: validated in: Zhao L, Tan J, Li D, et al. SLC39A6/ZIP6 is essential for zinc homeostasis and T-cell development in zebrafish[J]. Biochemical and biophysical research communications, 2019, 511(4): 896-902.

PI3K: validated in: Liao L, Zhou M, Wang J, et al. Identification of the antithrombotic mechanism of leonurine in adrenalin hydrochloride-induced thrombosis in zebrafish via regulating oxidative stress and coagulation cascade[J]. Frontiers in Pharmacology, 2021, 12: 742954.

p-mTOR: validated in: Santos-Ledo A, Garcia-Macia M, Campbell P D, et al. Kinesin-1 promotes chondrocyte maintenance during skeletal morphogenesis[J]. PLoS Genetics, 2017, 13(7): e1006918.

mTOR: validated in: Santos-Ledo A, Garcia-Macia M, Campbell P D, et al. Kinesin-1 promotes chondrocyte maintenance during skeletal morphogenesis[J]. PLoS Genetics, 2017, 13(7): e1006918.

GAD1/GAD67: validated in: Moraga A, Pradillo J M, García-Culebras A, et al. Aging increases microglial proliferation, delays cell migration, and decreases cortical neurogenesis after focal cerebral ischemia[J]. Journal of Neuroinflammation, 2015, 12(1): 1-12.

Akt1: validated in: Chia K, Mazzolini J, Mione M, et al. Tumor initiating cells induce Cxcr4-mediated infiltration of pro-tumoral macrophages into the brain[J]. Elife, 2018, 7: e31918.

p-Akt1: validated in: <https://www.thermofisher.cn/cn/zh/antibody/product/Phospho-AKT1-Ser473-Antibody-clone-104A282-Monoclonal/MA1-20325>

Akt2: validated in: Halon-Golabek M, Borkowska A, Kaczor J J, et al. hmSOD1 gene mutation-induced disturbance in iron metabolism is mediated by impairment of Akt signalling pathway[J]. Journal of Cachexia, Sarcopenia and Muscle, 2018, 9(3): 557-569.

p-Akt2: validated in: Kumar B, Prasad M, Bhat-Nakshatri P, et al. Normal breast-derived epithelial cells with luminal and intrinsic subtype-enriched gene expression document interindividual differences in their differentiation cascade[J]. Cancer research, 2018, 78(17): 5107-5123.

Akt3: validated in: Yang Y, Wu F, Zhang J, et al. EGR1 interacts with DNMT3L to inhibit the transcription of miR-195 and plays an anti-apoptotic role in the development of gastric cancer[J]. Journal of Cellular and Molecular Medicine, 2019, 23(11): 7372-7381.

p-Akt3: validated in: Quambusch L, Depta L, Landel I, et al. Cellular model system to dissect the isoform-selectivity of Akt inhibitors[J]. Nature Communications, 2021, 12(1): 5297.

RxR $\alpha$ : validated in: Zhou H, Liu W, Su Y, et al. NSAID sulindac and its analog bind RXR $\alpha$  and inhibit RXR $\alpha$ -dependent AKT signaling[J]. Cancer cell, 2010, 17(6): 560-573.

Cox-1: validated in: Sun Q, Shi L, Li S, et al. PET117 assembly factor stabilizes translation activator TACO1 thereby upregulates mitochondria-encoded cytochrome C oxidase 1 synthesis[J]. Free Radical Biology and Medicine, 2023.

Cox-2: validated in: Cao P, Zhang H, Meng H, et al. Celecoxib exerts a therapeutic effect against demyelination by improving the immune and inflammatory microenvironments[J]. Journal of inflammation research, 2020: 1043-1055.

mCherry: validated in: Travnickova J, Muise S, Wojciechowska S, et al. Fate mapping melanoma persister cells through regression and into recurrent disease in adult zebrafish[J]. Disease Models & Mechanisms, 2022, 15(9): dmm049566.

GAPDH: validated in: Truong M E, Bilekova S, Choksi S P, et al. Vertebrate cells differentially interpret ciliary and extraciliary cAMP[J]. Cell, 2021, 184(11): 2911-2926. e18.

actin: validated in: Truong M E, Bilekova S, Choksi S P, et al. Vertebrate cells differentially interpret ciliary and extraciliary cAMP[J]. Cell, 2021, 184(11): 2911-2926. e18.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 4-week-old Kunming mice ( KM ) was used to behavior experiment. Tuebingen strain of zebrafish was used to obtain wild-type (WT) embryos for drug screening. All mice were housed in a facility with a light cycle running from 06:00 to 18:00, and the temperature was maintained at 20–22°C with humidity at 50%. Food and water were available ad libitum. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                     |
| Reporting on sex        | Sex was considered in the study design. KM mice: Half male and half female, Zebrafish embryos: No sex difference.                                                                                                                                                                                                                                            |
| Field-collected samples | No field-collected samples were used in the present study.                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All the animal experiments in this study were performed in strict accordance with the institutionally approved protocol according to the Institutional Animal Care and Use Committee of the South China University of Technology. (Ethical approval numbe: 2019079)                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

the whole-brain tissue was separated from zebrafish juveniles, and the cell suspension was prepared according to a previously described method(Zhang H, Wang H, Shen X, et al. The landscape of regulatory genes in brain-wide neuronal phenotypes of a vertebrate brain[J]. Elife, 2021, 10: e68224.)

Instrument

Beckman Coulter

Software

FlowJo

Cell population abundance

In normal cells, when the membrane potential is normal, JC-1 enters the mitochondria through the mitochondrial membrane J and forms a polymer that emits red fluorescence due to increased concentration. In apoptotic cells, mitochondrial transmembrane potential is depolarized, JC-1 is released from the mitochondria, the concentration is reduced, and the monomer form that emits green fluorescence is reversed. Therefore, green and red fluorescence can be detected by flow cytometry to qualitatively ( cell population shift ) and quantitatively ( cell population fluorescence intensity ) detect changes in mitochondrial membrane potential.

Gating strategy

We use the unstained control group and the stained positive control as a reference to set the preliminary FSC/SSC gates.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

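Gene expression was measured by droplet-based single-cell RNA sequencing in 2 libraries from whole brains of zebrafish larvae at 3 dpf, 1 from siblings with the wild-type genotype and 1 from homozygous *rb1* mutants. The authors deposited raw UMI counts per gene and cell barcode, which according to the paper came from Cell Ranger with reads aligned to the Ensembl transcriptome and barcodes called by EmptyDrops. These counts carry no normalization. Each library was deposited both as a sparse and as a dense table of counts, and the values of both were the same for all 32057 genes. The smallest deposited barcode had 500 UMIs.

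The limits of the paper's methods were applied to each library, keeping barcodes with 200 to 3000 genes, under 20000 UMIs and under 15% mitochondrial UMIs. The paper removed doublets with DoubletFinder, and here the 7.5% of barcodes with the highest Scrublet score were removed in its place (scanpy 1.11.5, Python 3.11.15). Harmony was not used, so the libraries were clustered one by one. Counts were log-normalized with a scale factor of 10000, and 2000 variable genes, 30 principal components and the shared nearest neighbour graph of Seurat 5.3.0 (R 4.3.3) were used for Louvain clustering. The resolution was the lowest in steps of 0.1 that gave at least 22 clusters, which was 0.4 in the sibling library with 22 clusters and 0.7 in the mutant library with 23 clusters. The sample mapping, the filters, the marker genes, the genes to be named and the list of alternatives were fixed before the data were examined.

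The rule that turns marker genes into names was not among these choices. It was set and revised in several steps after the clusters, and the cells with *akt1*, had been seen. A marker counted as enriched in a cluster when its CPM was at least 2-fold that of the other cells and at least 5% of the cluster's cells had a UMI. A name needed at least 3 enriched markers and 50% of its list, with a marker of its own among the 10 leading genes or its whole list enriched. Leading genes were ranked by the ratio of CPM to that of other cells, with 5 CPM added to both, among genes with a UMI in at least 10% of the cluster's cells. Clusters that met the rule for GABAergic markers and also had glutamatergic markers were left without a name but were kept in the GABAergic-like class. The marker lists for ganglion and cornea were not used. For ventral forebrain GABAergic-like cells, the 22-cluster resolution gave no cluster of that name, so the value given first is that of the alternative resolution of 1.

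UMIs were summed per class and library and expressed as CPM with exact Poisson 95% intervals. Ratios of CPM have exact conditional binomial intervals, and shares have Clopper-Pearson intervals. A count of 0 is given with a limit of 3 counts. To compare shares of cells at equal depth, each cell was thinned to 1000 UMIs and cells with fewer were left out. There was 1 library per genotype, so no test between genotypes or classes was made. The genes named are those of Fig. 3a, the markers of GABAergic and glutamatergic neurons, the genes of the reporter lines, genes of proteins the paper studies, *rb1* and *kmt5b*, and the 5 genes each way with the largest CPM ratio between the libraries among those with at least 100 UMIs over both. The genes of the cycling precursor list, *elavl3*, *elavl4* and *snap25a* are also given. The symbol *baxa* stands for 2 gene identifiers, which were summed. Gene symbols are those in the deposited tables, and no coordinates are given because the genome of the authors' build was not used here.

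The comparison of the libraries was tested on simulated data, with counts drawn for 13589 genes of which 200 were changed 4-fold. All 200 were recovered, 0 unchanged genes passed a 2-fold change, and 95.6% of the 95% intervals held the true ratio. The counts were independent Poisson draws, without UMIs gathered in single cells and without differences between preparations. This checks the calculation only and not how far real libraries differ. The measure of unevenness over clusters was tested on 500 simulated genes. Its median percentage was 56.8 for evenly spread genes and 4.44 for genes confined to 1 cluster. That cluster was drawn without regard to its size, and confinement to a large cluster scores lower.

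The alternatives were the mutant library, both libraries pooled, no upper limits on genes and UMIs, at least 500 genes, a mitochondrial limit of 10%, no doublet removal, a class made of cells with a UMI of *gad1b* or *gad2*, a Louvain resolution of 1, Leiden clustering (leidenalg 0.10.2), thinning, the median of gene ratios as a scaling between libraries, and all deposited barcodes. Reclustering of the neurons was added after seeing the data. The experiments of the paper other than single-cell RNA sequencing were not analysed here. The result for 1 of the genes fixed in advance is not reported here.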

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

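The pattern and the test on median UMIs were chosen only after the result was seen.

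The paper does not report on the *rb1* mutant library, and 5 of 6 cycling genes were higher in it than in the sibling library. The largest ratio was that of *nusap1*, at 244 CPM in the mutant and 105 in the sibling library, 2.32 (interval 2.23–2.42). The ratio was 1.59 for *mki67*, 1.53 for *pcna*, 2.00 for *tpx2* and 1.67 for *top2a*, while *ccnd1* was lower (0.817, 0.760–0.877). Cells were counted as cycling when they had UMIs of at least 2 of these 6 genes. Among cells with a UMI of *elavl3*, a gene of postmitotic neurons, and after thinning to 1000 UMIs, 230 of 2274 mutant cells (10.1%, 8.91–11.4%) and 44 of 2012 sibling cells (2.19%, 1.59–2.93%) were cycling, a ratio of 4.62. Thinning left out 1062 mutant and 1089 sibling cells. Without thinning the shares were 15.9% and 4.66%, a ratio of 3.42. The cycling precursor-like cluster went the other way, with 6.88% of mutant cells (6.335–7.47%) and 9.10% of sibling cells (8.46–9.77%). The libraries were clustered apart and at different resolutions, so these clusters need not match. In cells with at least 3 genes of red blood cells, epidermis, endothelium or macrophages, cycling genes were found in 6.32% of mutant cells (median 10528 UMIs) and 4.98% of sibling cells (median 6016 UMIs) after thinning, so the share in the sibling *elavl3* cells was not above this level. The interval of the mutant share in these other types, 2.35–13.2%, includes the share in mutant *elavl3* cells, and such types can divide themselves, so cycling genes alone do not set the mutant share above free RNA. Their ratio between the libraries was 1.27. Seen from the other gene, *elavl3* was found in 29.2% of mutant cycling cells (26.1–32.5%) and 11.7% of sibling cycling cells (8.61–15.4%) after thinning.

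A rise of cycling cells of every kind would raise the share by a like factor in cells without *elavl3*, where the ratio was 1.64. More free *elavl3* RNA in the mutant library would raise *elavl3* in cells of other types, where the mutant share was 2.11% (2 of 95 cells, 0.256–7.40%) and the sibling share 12.5% (35 of 281, 8.83–16.9%), a ratio of 0.169. The share of *elavl3* in cycling cells thus lay above its share in these other types in the mutant library and at it in the sibling library. The other types were picked by their marker genes, which can themselves be free RNA. Without thinning, genes of other cell types were found in 10.7% of sibling and 1.09% of mutant *elavl3* cells. The sibling cells of other types may thus include neurons, so the ratio of 0.169 does not exclude more free *elavl3* RNA in the mutant library. Doublets of a neuron and a cycling cell were tested 2 ways. The first test asked whether pairs of *elavl3* with genes of other cell types also rose. Their ratio was 0.182, but such genes also fell in cells without *elavl3*, with a ratio of 0.329, so this test was weak. The second test was then chosen. In the mutant library with all barcodes, the 827 cells with *elavl3* and cycling genes had a median of 6509 UMIs, against a sum of 10001 for the medians of cells with *elavl3* alone and with cycling genes alone, a ratio of 0.651. In the sibling library the ratio was 0.708, from 239 cells. Doublets as the whole cause would give a ratio near 1 or above. In both libraries the median of cells with both lay near that of cells with cycling genes alone (6625 UMIs in the mutant library, and 8757 against 8903 in the sibling library). This test therefore does not tell such cells from cycling cells with free *elavl3* RNA. The shares in other cell types above speak to this for the mutant library only. Other genes point both ways. In cells with both, *elavl4* was at 644 CPM, between 1374 CPM in cells with *elavl3* alone and 17.5 CPM in cells with cycling genes alone, as a mixture would give. The same held for *snap25a*, at 82.6 CPM between 385 and 4.40 CPM. In these mutant cells *her4.1* was at 1358 CPM, above both 534 and 1010 CPM, which a mixture of average cells of both kinds would not give. The sibling library showed this excess too, at 1877 CPM against 343 and 1167 CPM, so it is not specific to the mutant library. Doublets of part of these cells stay open. Without doublet removal the ratio of the shares rose to 6.22. A candidate explanation is that loss of *rb1* lets cells that have begun to differentiate go on cycling. This is a hypothesis found and tested on the same data. With 1 library per genotype, a difference between the preparations stays open, and the level of *rb1* RNA did not differ beyond counting error (ratio 0.900, 0.725–1.12).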

How the results depend on the processing

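Reclustering of the neurons, and the rule for naming clusters, were chosen after seeing the data. So were other clusterings, filters, pooling and thinning for *isl1*, *map1lc3b* and the other genes of the paper's proteins and reporter lines. There are no replicates, so a value counts as moved when it left the counting interval of the value given first. It counts as having changed side only when that first interval excluded 1 and the value crossed 1. Over all values reported and all genes named, 419 values under an alternative stayed within it, 171 moved and 13 changed side. No paired analysis was possible because there was 1 library per genotype and no test was made.

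The ratio of *akt2* between GABAergic-like and other cells stayed below 1, from 0.528 to 0.811, and those of *akt3a* (1.16 to 2.04), *akt3b* (1.61 to 4.60), *mtor* (1.23 to 2.04), *erbb4a*, *erbb4b*, *ERBB4* and *pik3cd* stayed above 1 under all settings with a value. Their intervals did not all exclude 1. That of *akt3a* spanned 1 with the *gad1b* or *gad2* class (0.857–1.97), with both libraries pooled (0.963–1.62), after thinning (0.971–3.47) and under each reclustering (0.802–1.68 in the sibling library). The ratio of *pik3ca*, first 0.894 with an interval that spans 1, was above 1 at every alternative except at least 500 genes (0.833), and left that interval at 2 of them. The ratio of *bdnf* changed side with the class of cells with a *gad1b* or *gad2* UMI (0.883). That setting also moved *akt3a* to 1.32, *ERBB4* to 1.26 and *pik3cd* to 2.24. In the mutant library *akt1* had 0 UMIs in both classes, and the ratios moved to 0.547 for *akt2*, 8.09 for *bdnf* and 6.49 for *erbb4b*. With both libraries pooled they moved to 1.26 for *akt3a* and 4.86 for *bdnf*. No upper limits gave 0.528 for *akt2*, 4.60 for *akt3b*, 5.21 for *bdnf*, 8.76 for *erbb4a*, 6.90 for *erbb4b* and 2.09 for *pik3ca*. At least 500 genes gave 4.76 for *bdnf*. Louvain clustering at a resolution of 1 gave 3.37 for *akt3b*, 9.20 for *erbb4a*, 7.20 for *erbb4b*, 12.8 for *ERBB4* and 1.82 for *pik3ca*. Leiden clustering gave 4.98 for *bdnf*, 9.12 for *erbb4a*, 5.85 for *erbb4b* and 15.9 for *ERBB4*. Reclustering gave 1.17 for *akt3a* and 3.49 for *bdnf*, and with both libraries pooled 0.554 for *akt2*, 1.26 for *akt3a* and 3.88 for *bdnf*. Reclustering in the mutant library, also chosen after seeing the data, gave 0 *akt1* UMIs, 0.552 for *akt2*, 1.16 for *akt3a*, 3.115 for *bdnf* and 0.0917 for *pik3cb*. Without doublet removal *bdnf* was at 4.45. Thinning gave 0 *akt1* UMIs in GABAergic-like cells, 4.93 for *bdnf* and 2.04 for *mtor*. The cause was not tested for any of these.

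The share of *akt1* UMIs in ventral forebrain GABAergic-like cells was 25.0% or 20.0%, from 1 UMI each time, wherever such a class and an *akt1* UMI were found, and 0 of 1 UMI after thinning. It had no value at the 22-cluster resolution, with both libraries pooled, with no upper limits, or in the mutant library, which had no *akt1* UMI in retained cells. The depth limits this result, since an interval from 1 of 4 UMIs spans most shares. The percentage of genes spread at least as unevenly as *akt1* moved to 39.0 at a resolution of 1, 49.9 without doublet removal and 43.1 with reclustering, and had no value in the mutant library.

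Cells retained moved to 15412 when both libraries were summed. In place of 1076 cells, the GABAergic-like class of the sibling library held 2583 at a resolution of 1 and 2489 with no upper limits. It held 1831 with Leiden clustering, 1620 without doublet removal, 1257 with at least 500 genes and 1086 with reclustering. At a resolution of 1 the shares moved to 4.80% for cycling precursor-like, 1.26% for epidermis-like, 8.24% for midbrain/thalamus-like and 4.44% for radial glia-like cells. Leiden clustering gave 0.690% epidermis-like cells, and reclustering 5.43% midbrain/thalamus-like cells. Without doublet removal the shares were 1.06% for endothelium-like, 0.724% for epidermis-like, 0.282% for microglia/macrophage-like, 22.8% for midbrain/thalamus-like and 0.540% for red blood cell-like cells. Classes that an alternative did not name have no value under it. Between the libraries, the ratio of *rb1*, whose first interval also spans 1, moved from 0.900 to 1.29 after thinning. The ratio of *gcgb* changed side to 3.10 with all deposited barcodes and to 2.74 without doublet removal, and that of si:ch211-256m1.8 to 1.11 without doublet removal. With all deposited barcodes those of *slc6a1b* and *elavl4* changed side to 1.04 and 1.13, and with the median of gene ratios to 1.02 each. Scaling by that median, 0.921, moves every first ratio between 0.921 and 1 across 1 by construction, so these values at 1.02 say nothing on their own. They are included in the 13 values that changed side. Thinning brought the ratio of *erbb4b* to 1.24. Between the classes, the ratio of *isl1* changed side to 0.939 at a resolution of 1, 0.768 with Leiden clustering and 0.713 after thinning, and that of *map1lc3b* to 0.894 after thinning. The cause of the other changes was not tested.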

Differences from the paper's values

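The reclustering of neurons and the rule for naming clusters were chosen after the values were seen. The numbers of cells per cluster in Supplementary Table 3 sum to 8744, while the paper's text gives 7758 retained cells and the sibling library had 7539 here, within 1.5 times of both, with 15412 in both libraries together. Which cells the table counts is not clear, and the class names here were rebuilt from marker genes, so no direction is read from the numbers.

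For midbrain/thalamus cells the paper's number is 671 of 8744, and here 2129 of 7539 cells were midbrain/thalamus-like. Of the alternatives set before the data were examined, a Louvain resolution of 1 gave 621 of 7539, within 1.5 times the paper's number. Without doublet removal it was 1859, and Leiden clustering gave no cluster of that name. For the precursor cluster the paper's number is 1033 of 8744, and here 686 of 7539 cells were cycling precursor-like. A resolution of 1 gave 362, Leiden clustering and no doublet removal gave no cluster of that name, and none of these alternatives closed the gap in numbers. As shares of their own totals, the paper's 11.8% and the 9.10% here lie within 1.5 times of each other, so the gap depends on the unit. For the other classes in this paragraph the shares differ as the numbers do. For retinal ganglion cells the paper's number is 297 of 8744, and here 119 of 7539 cells were retinal ganglion-like. The alternatives gave 119 at a resolution of 1, 125 with Leiden clustering and 120 without doublet removal, and none closed the gap. For photoreceptor precursor cells the paper's number is 161 of 8744, and here 300 of 7539 cells were photoreceptor precursor-like. It was 300 at a resolution of 1, 299 with Leiden clustering and 323 without doublet removal, and none closed the gap.

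The paper states that *akt1* alone was specific to a subpopulation of GABAergic neurons. Of the 4 *akt1* UMIs in retained sibling cells, 3 lay in cells outside GABAergic-like clusters, in radial glia-like, microglia/macrophage-like and matrix gene-led clusters, and the cluster with the highest *akt1* CPM was microglia/macrophage-like at 3.33 (interval 0.0842–18.5). The *akt1* UMI among neurons lay in ventral forebrain GABAergic-like cells with a Louvain resolution of 1, with Leiden clustering, without doublet removal and with at least 500 genes, and also with reclustered neurons, a setting chosen after seeing the values. With reclustering, the ventral forebrain subcluster of the sibling library had the highest *akt1* CPM of any cluster, 3.39, from the same 1 UMI. With both libraries pooled and reclustered, the microglia/macrophage-like cluster was highest at 1.95, above 1.115 in the ventral forebrain subcluster, again from 1 UMI each. The legend of Fig. 3a describes *akt1* as the abundant gene in GABAergic neurons among those plotted. In the GABAergic-like cells here it was at 0.251 CPM, below *akt2*, *akt3a*, *akt3b*, *bdnf* and *mtor*, which were at 9.80, 13.1, 14.8, 63.3 and 21.6 CPM. Levels of different genes also depend on their annotation, and reads beyond the annotated 3' end of *akt1* could not be looked for. The paper also reports Akt1 protein in gad1b:mCherry neurons by immunostaining and a knockout of *akt1* in GABAergic neurons. Those experiments were not analysed here.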

Other observations

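The tests of *akt1* against *akt3a*, against *gad1b* or *gad2* cells and against random placement were chosen only after the result was seen. So were the count of UMIs in 1 cell and the ratios of *isl1*, *map1lc3b*, *becn1*, *baxa*, *ptgs1* and *sqstm1* under other settings.

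*akt1* had far fewer UMIs than the other *akt* genes in the same cells. In the retained sibling cells it was at 0.139 CPM (0.0378–0.355), against 11.8 for *akt2*, 7.76 for *akt3a* and 7.97 for *akt3b*. Shallow sequencing would lower these genes alike, but *akt3a* had 56 times the UMIs of *akt1* (interval 21.6–207). The 4 UMIs lay in 4 clusters, as many as 4 UMIs can reach, so the number of clusters says nothing on its own. When 4 UMIs were placed at random by the share of all UMIs in each cluster, 17.2% of placements were at least as uneven. Random placement of few UMIs could thus give the unevenness seen, which does not exclude other causes. The unevenness came from the 1 UMI in microglia/macrophage-like cells, so the test cannot decide on confinement to GABAergic cells. Whether *akt1* is transcribed only in GABAergic neurons cannot be told apart from a wider transcription here, since 3 of the 4 retained *akt1* cells had no UMI of *gad1b* or *gad2*, at depths of 15077, 3735 and 1667 UMIs, but a *gad1b* UMI was found in only 18.0% of GABAergic-like cells, free RNA could place a UMI in any cell, and 4 UMIs are too few. The *akt1* barcodes removed by the filters had no UMI of *gad1b* or *gad2* either, but they were outside the limits or scored as doublets. Why *akt1* is so low was not tested.

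Between the libraries, *gad1b* was at 13.7 CPM in the mutant and 22.8 in the sibling library (ratio 0.603, 0.533–0.681), and *gad2* at 32.1 and 57.5 (0.558, 0.515–0.603). *slc32a1* was also lower (0.659, 0.613–0.709), while *slc6a1b* was nearly unchanged (0.940, 0.899–0.983). The glutamatergic markers *slc17a6a* (0.525) and *slc17a6b* (0.540) and *snap25a* (0.651) were also lower. Fewer postmitotic neurons of every kind would lower *elavl3* by a like factor, but its ratio was 1.08 (1.06–1.11), and that of *elavl4* was 0.938 but 1.13 with all deposited barcodes. A change in mature neurons alone stays open, as does a difference between preparations. With 1 library per genotype these ratios have no replicate check.

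Of 13589 genes with at least 100 UMIs over both libraries, 164 were over 2-fold higher and 699 over 2-fold lower in the mutant library, and the median gene ratio was 0.921. The 5 largest ratios were those of *pmchl* (467, interval 129–3863), *and2* (126), *pmch* (23.0), si:dkey-7c18.24 (12.5) and *matn3b* (9.10). The 5 genes with the lowest ratios were *ins* (0.00426), *smyhc1* (0.0101, 0.00207–0.0298), *or125-3*, si:ch211-256m1.8 (0.0162, 0.00330–0.0481) and *gcgb* (0.0168). *or125-3* had 242 UMIs in the sibling and 0 in the mutant library. With the limit of 3 counts in place of 0 this is 89.1-fold lower, and the exact interval of the ratio reaches up to 0.0139. For 7 of the 10 genes, over 50% of the UMIs in the library with more came from 1 cell. For *ins* this was 9475 of 9556 UMIs (99.2%). Over the 10 genes, that share ran from 25.6% to 99.2%. With all deposited barcodes in place of retained cells, the ratio of *and2* was 2.59 and that of *ins* 0.587.

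Among the genes of proteins that the paper studies or of its reporter lines, *sqstm1* was lower in GABAergic-like than in other sibling cells, with a ratio of CPM of 0.303 (0.229–0.393). *ptgs1* had 0 UMIs in GABAergic-like and 86 in other cells, and *ptgs2a*, which with *ptgs1* encodes cyclooxygenase, had 3 and 240. The third such gene, *ptgs2b*, had 3 and 44 UMIs (0.427, 0.0847–1.33). In the mutant library it had 6 and 7, a ratio of 12.0 (3.33–41.6). The genes of RXRα, which the paper proposes as the target of sulindac, had too few UMIs for a direction. In the sibling library *rxraa* had 3 and 26 (0.722, 0.140–2.355) and *rxrab* 0 and 1. With the class of cells with a *gad1b* or *gad2* UMI, *ptgs1* had 4 and 82 UMIs, a ratio of 0.452 (0.120–1.202). *ptgs2a* then had 4 and 239 UMIs (0.155, 0.0419–0.402), and the ratio of *sqstm1* was 0.545 (0.423–0.693). With the class given first, *becn1* (1.60, 1.30–1.94), *map1lc3a* (1.72, 1.52–1.96) and *baxa* (1.36, 1.12–1.63) were higher, as were *isl1* (1.38) and *map1lc3b* (1.15). After thinning, the intervals of *becn1* (1.195, 0.782–1.775) and *baxa* (1.294, 0.878–1.864) spanned 1. That of *baxa* also spanned 1 with the class of cells with a *gad1b* or *gad2* UMI (1.135, 0.895–1.423). The ratio of *isl1* changed side after thinning, to 0.713 (0.544–0.922), with Leiden clustering, to 0.768 (0.646–0.907), and at a Louvain resolution of 1, to 0.939 (0.818–1.08). That of *map1lc3b* changed side after thinning, to 0.894 (0.751–1.06). No biological explanation was tested for these values.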
